# Hybrid Mice Reveal Parent-of-Origin and *Cis*- and *Trans*-Regulatory Effects in the Retina

**DOI:** 10.1371/journal.pone.0109382

**Published:** 2014-10-23

**Authors:** Susan Q. Shen, Ernest Turro, Joseph C. Corbo

## Abstract

A fundamental challenge in genomics is to map DNA sequence variants onto changes in gene expression. Gene expression is regulated by *cis*-regulatory elements (CREs, i.e., enhancers, promoters, and silencers) and the *trans* factors (e.g., transcription factors) that act upon them. A powerful approach to dissecting *cis* and *trans* effects is to compare F1 hybrids with F0 homozygotes. Using this approach and taking advantage of the high frequency of polymorphisms in wild-derived inbred Cast/EiJ mice relative to the reference strain C57BL/6J, we conducted allele-specific mRNA-seq analysis in the adult mouse retina, a disease-relevant neural tissue. We found that *cis* effects account for the bulk of gene regulatory divergence in the retina. Many CREs contained functional (i.e., activating or silencing) *cis*-regulatory variants mapping onto altered expression of genes, including genes associated with retinal disease. By comparing our retinal data with previously published liver data, we found that most of the *cis* effects identified were tissue-specific. Lastly, by comparing reciprocal F1 hybrids, we identified evidence of imprinting in the retina for the first time. Our study provides a framework and resource for mapping *cis*-regulatory variants onto changes in gene expression, and underscores the importance of studying *cis*-regulatory variants in the context of retinal disease.

## Introduction

Photoreceptors mediate vision by converting light into an electrical signal, which is then processed by the inner retina and sent to the brain as visual information. Photoreceptors constitute the vast majority (>70%) of cells in the mouse retina [1], and they are prominent targets for disease: the majority of more than 200 genetic forms of retinal degeneration affect photoreceptors [2]. Many of the key transcriptional regulators in photoreceptor development are known, and the transcriptomes of these cells have been profiled over normal development as well as in disease states [3]–[5]. Furthermore, the regulatory regions of mature photoreceptors in adult mouse retinas have been mapped genome-wide, based on the binding patterns of two key photoreceptor transcription factors, CRX (cone-rod homeobox) [6] and NRL (neural retina leucine zipper) [7], as well as the patterns of ENCODE DNaseI hypersensitivity sequencing (DNase-seq) data [8]. Photoreceptors therefore represent a disease-relevant cell type well-suited for studying the mechanisms of mammalian gene regulation.

Changes in gene expression give rise to cell-type identity, intraspecies variation, and interspecies diversity, thereby acting as the molecular underpinnings for development, disease, and evolution, respectively [9], [10]. Alterations in gene expression can arise from changes in *cis*-regulatory elements (CREs, i.e., enhancers, promoters, and silencers), or from changes in the *trans* factors (e.g., transcription factors) that interact with CREs. To distinguish between *cis* and *trans* effects, a powerful approach is to compare F1 heterozygous hybrids with F0 homozygotes. In F1 hybrids, both alleles of a gene are contained within the same nucleus and are exposed to the same set of *trans* factors. A *trans*-regulatory difference (“*trans* effect”) manifests as conserved expression between the two alleles in the F1 hybrids, despite differential expression of the gene in the F0 homozygotes. In contrast, a *cis*-regulatory difference (“*cis* effect”) manifests as an allelic expression imbalance (AEI)—i.e., differential expression between the two alleles of a gene in the F1 hybrids, with an allelic ratio that recapitulates the ratio of gene expression levels in the F0 homozygotes. By measuring allele-specific gene expression, the relative contributions of *cis* and *trans* effects can be dissected genome-wide. AEI can also arise from parent-of-origin effects (e.g., imprinting). Importantly, by conducting reciprocal crosses, parent-of-origin effects can be identified and filtered to avoid confounding the analysis of *cis* and *trans* effects.

Prior studies utilizing the F1 hybrid study design in yeast and *Drosophila* have yielded a range of results: earlier pyrosequencing and microarray-based studies found that *cis* effects predominate [11], [12], while more recent RNA-seq studies indicate a greater role for *trans* effects [13], [14]. Regardless, all studies acknowledge a high prevalence of *cis* effects. The F1 hybrid study design has been used to investigate gene regulation in one mammalian tissue thus far, the mouse liver [15]. In that study, the authors found that *cis* and *trans* effects often act together in opposite directions, with the net effect of stabilizing gene expression. Here, we conduct an F1 hybrid study using allele-specific mRNA-seq analysis to chart the regulatory landscape of a portion of the mature mammalian central nervous system, the adult mouse retina. We utilize two distantly related strains of mice, Cast/EiJ and C57BL/6J, whose retinas are known to exhibit phenotypic differences [16], [17]. The primary goal of our study is to dissect the contributions of *cis* and *trans* effects on gene regulation in photoreceptors. As part of our study, we identify parent-of-origin effects in the retina, a tissue in which imprinting has not previously been studied. By re-analyzing available liver data [15] and comparing them to our data from the retina, we assess the degree of tissue specificity of the observed *cis*- and *trans*-regulatory effects. Furthermore, we integrate our gene expression data with knowledge about the location of CREs, thereby providing insights into the effects of *cis*-regulatory variants on gene expression.

## Results

The ancestors of two inbred *Mus musculus* strains, the standard reference strain C57BL/6J and the wild-derived inbred strain Cast/EiJ, diverged ∼1 million years ago [18]. Cast/EiJ harbors ∼18 million single nucleotide polymorphisms (SNPs) and ∼3 million insertions/deletions (indels) relative to C57BL/6J, involving nearly 1% of the accessible genome [19]. In addition, Cast/EiJ retinas show substantial phenotypic differences, namely reduced photopic and scotopic electroretinogram amplitudes compared to C57BL/6J retinas [16], [17]. We reciprocally crossed these two strains to obtain four genotypic classes for analysis (Figure 1A): F0 C57BL/6J, F0 Cast/EiJ, F1 B6xCast (resulting from C57BL/6J male×Cast/EiJ female), and F1 CastxB6 (resulting from Cast/EiJ male×C57BL/6J female). For each class, we analyzed three biological replicates, each consisting of a pool of retinas.

**Figure 1:**
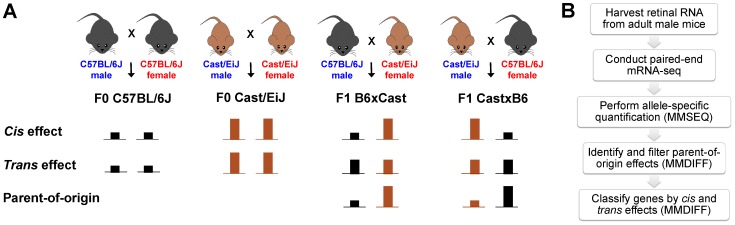
Study design. (A) F0 and F1 mice were generated via the depicted crosses. The schematic diagram illustrates example expression patterns for a *cis* effect, *trans* effect, and parent-of-origin effect. For a *cis* effect, in the F1 hybrids, the Cast/EiJ allelic expression relative to the C57BL/6J allelic expression recapitulates the ratio of gene expression levels in the F0 homozygotes. For a *trans* effect, the F1 hybrids express the Cast/EiJ and C57BL/6J alleles equally. For a parent-of-origin effect, there is preferential expression of the maternal allele (as depicted) or the paternal allele, as seen by comparison of the reciprocal F1 hybrids. (B) An overview of the workflow is shown.

We collected retinas from adult mice at age 8 weeks, a time point at which mouse retinal CRX ChIP-seq [6] and ENCODE DNase-seq [8] were previously conducted. To control for sex-linked effects and because the X chromosome of Cast/EiJ is preferentially expressed in F1 hybrid females [20], we used retinas from male mice only and focused our analyses on autosomal genes. We conducted paired-end mRNA-seq and calculated gene expression for F0 samples and allele-specific expression for F1 samples by mapping reads to the C57BL/6J and Cast/EiJ transcriptomes using MMSEQ (Figure 1B; see Methods) [21].

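The deposited values come from 12 libraries of adult male retina, 3 each for F0 C57BL/6J, F0 Cast/EiJ, F1 B6xCast (with a Cast/EiJ mother) and F1 CastxB6 (with a C57BL/6J mother). Each library pooled 6 to 8 retinas from mice aged 8 weeks and was read as pairs of 101 bp, on 1 lane for F0 and 2 lanes for F1. The authors estimated expression with MMSEQ for each of 37991 Ensembl genes and deposited 4 values per gene and library, the normalized count equivalents, the natural log of expression in units like FPKM, the posterior SD of that log, and the unique hits. Unique hits are read pairs that map to a single gene, and in the F1 libraries to a single allele of it. They are the only integer counts among these values, so they give the depth. The unique hits per library ranged from 10363519 to 11888819 with a median of 10994604 in F0 C57BL/6J, and from 8158534 to 10078766 with a median of 8234902 in F0 Cast/EiJ. In the F1 libraries, where only read pairs over a polymorphism are allele-specific, they ranged from 8808577 to 12363291 with a median of 10186553 in F1 B6xCast, and from 10692254 to 12172865 with a median of 10986285 in F1 CastxB6. The count equivalents had been scaled by the authors to column totals between 12648792 and 13843914, and no further scaling was applied here. They also divide reads shared by several genes or alleles between them, so a gene with few unique hits can still have a large count equivalent. Comparisons used log2 of the count equivalents plus 1 and limma, with Benjamini-Hochberg adjustment, and an adjusted p under 0.05 was taken as a call.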

We verified that biological replicates for each F0 or F1 class exhibited a high degree of agreement for gene expression or allele-specific expression estimates, respectively (Table 1 and Table 2). 

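Pearson's r was computed across all 37991 genes from FPKM, taken as the exponential of the deposited log expression. These correlations run across genes, which are not independent replicates, so no p-value is attached. Between replicates of the same F0 strain r lay between 0.882 and 0.973, and between libraries of the different F0 strains it lay between 0.702 and 0.821. For the F1 libraries, replicates of the same cross and allele gave r between 0.790 and 0.960. Across F1 crosses or alleles the values spanned 0.668 to 0.949, so over all genes the ranges overlapped in F1 but not in F0. In the paper's Table 1 the F0 ranges do overlap. Over autosomal genes, a set chosen after seeing the values, r lay within 0.000485 of that table, so they overlap there too. Genes with very high FPKM carry much of such a correlation. On the scale of log2(FPKM + 0.1), the lowest r within an F0 strain rose to 0.986, and without the 10 genes with the highest mean FPKM it fell to 0.720.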

We also verified the accuracy of our mapping strategy by examining the X chromosomal reads in the F1 samples. Since samples derived solely from male retinas, the X chromosomal reads should map exclusively to the maternal genome. Accordingly, X chromosomal reads for F1 B6xCast should map to Cast/EiJ, while those for F1 CastxB6 should map to C57BL/6J. 

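The share of X chromosomal unique hits on the maternal strain's allele was counted in each of the 6 F1 libraries, with between 156447 and 223121 such hits per library. It was lowest in F1 B6xCast replicate 1, at 99.36% (Wilson 95% interval 99.33 to 99.40), with 1223 hits on the paternal strain's allele. The highest share was in F1 CastxB6 replicate 1, at 99.53% (Wilson 95% interval 99.50 to 99.56), with 994 hits on the paternal strain's allele. These intervals cover counting error only, since reads without molecular identifiers are not independent molecules. A small number of genes held many of the hits on the paternal strain's allele. Nono led in the 3 F1 B6xCast libraries, with 133 to 276 of them, and Mid1 led in the 3 F1 CastxB6 libraries, with 461 to 504. With Mid1 left out of all libraries, the share rose in every F1 library, to 99.77% in F1 CastxB6 replicate 1.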

In validation of our mapping strategy, we found high accuracy (>99%) of X chromosomal reads for all F1 samples (Table 3). 

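The maternal share averaged 99.43% ± 0.062 (SD, n = 3) in F1 B6xCast, where the maternal X chromosome is from Cast/EiJ, and 99.51% ± 0.019 (SD, n = 3) in F1 CastxB6, where it is from C57BL/6J. All 3 libraries of F1 CastxB6 had a higher share than the 3 of F1 B6xCast (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow).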

Importantly, the accuracy of mapping to the X chromosome of F1 B6xCast and F1 CastxB6 samples was similar, indicating that there was no substantial read-mapping bias toward the standard reference genome, C57BL/6J, a potential confounding factor in the allele-specific quantification [22].

**Table 1:** Agreement between F0 biological replicates.

		F0 C57BL/6J			F0 Cast/EiJ		
		R1	R2	R3	R1	R2	R3
F0 C57BL/6J	R1	1					
	R2	**0.983**	1				
	R3	**0.992**	**0.982**	1			
F0 Cast/EiJ	R1	0.873	0.814	0.876	1		
	R2	0.912	0.893	0.919	**0.956**	1	
	R3	0.907	0.912	0.904	**0.897**	**0.979**	1

Pearson *r* values for FPKM (fragments per kb of transcripts per million mapped read pairs) estimates across F0 samples. Bold denotes comparison between biological replicates (R1, R2, and R3) of the same genotype.

**Table 2:** Agreement between F1 biological replicates.

		F1 B6xCast, B6 allele			F1 B6xCast, Cast allele			F1 CastxB6, B6 allele			F1 CastxB6, Cast allele		
		R1	R2	R3	R1	R2	R3	R1	R2	R3	R1	R2	R3
F1 B6xCast, B6 allele	R1	1											
	R2	**0.929**	1										
	R3	**0.975**	**0.940**	1									
F1 B6xCast, Cast allele	R1	0.949	0.911	0.953	1								
	R2	0.937	0.922	0.946	**0.973**	1							
	R3	0.923	0.918	0.941	**0.977**	**0.960**	1						
F1 CastxB6, B6 allele	R1	0.932	0.971	0.960	0.914	0.924	0.926	1					
	R2	0.927	0.974	0.952	0.911	0.920	0.916	**0.987**	1				
	R3	0.939	0.957	0.965	0.925	0.924	0.935	**0.985**	**0.975**	1			
F1 CastxB6, Cast allele	R1	0.885	0.947	0.923	0.926	0.943	0.939	0.951	0.958	0.950	1		
	R2	0.909	0.909	0.945	0.942	0.940	0.961	0.948	0.928	0.963	**0.965**	1	
	R3	0.906	0.917	0.947	0.946	0.938	0.959	0.951	0.947	0.948	**0.971**	**0.979**	1

Pearson *r* values for FPKM estimates across F1 samples. Bold denotes comparison between biological replicates (R1, R2, and R3) of the same genotype and for the same allele (B6 allele or Cast allele).

**Table 3:** Accuracy of X chromosomal read mapping in F1 samples.

F1 B6xCast		F1 CastxB6	
Maternal allele: Cast/EiJ		Maternal allele: C57BL/6J	
R1	99.4%	R1	99.5%
R2	99.5%	R2	99.5%
R3	99.5%	R3	99.5%

Percentages of X chromosomal unique hits (i.e., read pairs mapping uniquely to C57BL/6J or Cast/EiJ) that mapped to the correct genome. Since only males were used, reads should derive only from the maternal allele.

### Strongly imprinted genes in other tissues show evidence of imprinting in the retina

To evaluate *cis* and *trans* effects on gene expression in the retina, we first needed to filter genes affected by parent-of-origin effects (e.g., imprinting). Genomic imprinting is an epigenetic phenomenon that causes an imbalance in allelic expression depending on whether the allele is maternally or paternally derived [23]. In the extreme case, one allele is completely silenced, rendering the locus functionally monoallelic; for this reason, many mutations in imprinted loci are associated with human disease [24]. Differential methylation of alleles provides a molecular basis for imprinting, but because methylation can occur in a tissue-specific manner, a gene can be imprinted in one tissue but not another, despite being expressed in both [25]. Although imprinting has been extensively studied in a number of human and mouse tissues, including brain and placenta [25]–[27], it has not previously been studied in the retina.

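Parent-of-origin effects were tested in the 6 F1 libraries, 3 from each reciprocal cross, as the log2 ratio of the maternal to the paternal allele averaged over both crosses. A strain difference has opposite signs in this ratio in the reciprocal crosses and cancels. One limma model held the F0 strains and both alleles of each F1 library, with the F1 library as a block (consensus correlation 0.1354), and covered 13414 autosomal polymorphic genes with a mean of at least 10 allele-specific unique hits per F1 library. 66 genes were called, 24 with higher expression of the maternal allele and 42 with higher expression of the paternal allele. The model was also run with edgeR on the allele-specific unique hits alone, which called 61 genes, 40 of them among those 66. The count moved most with weights from the deposited posterior SD on the deposited log expression, to 31 genes.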

By analyzing the reciprocal F1 hybrids, we identified autosomal genes that exhibited a significant maternal bias (maternally expressed, paternally silenced) or paternal bias (paternally expressed, maternally silenced) (Figure 2A and 2B; Supporting Information S1). To determine whether these genes have been identified as imprinted in other tissues, we searched for known imprinted mouse genes in four databases (see Methods). Using a Bayesian model selection approach implemented in the MMDIFF program [28], we ranked genes in our dataset by the probability of imprinting and observed a clear enrichment of known imprinted genes among highly-ranked genes (Figure 2C). 

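The authors' deposited table gives each gene an imprinting Bayes factor from MMDIFF, the ratio of evidence for an imprinting model over a model in which the allelic difference is the same in both crosses. Of the 247 tested genes with a Bayes factor above 3, 52 were called by limma. 14 called genes had a Bayes factor below 3. The 5 called genes with the smallest p among those with a Bayes factor below 10 were Gm11408, Gm11407, Gm7162, Gnas and Gm14326. The calls of Gm11408 and Gm11407, which lie next to each other on chromosome 4, came from F1 B6xCast alone, since neither allele of either gene had an allele-specific unique hit in F1 CastxB6, and neither was called on unique hits. The paternal allele of Gm7162 was at least 13.1-fold higher and held all 191 of its allele-specific unique hits, and the ratio in F1 CastxB6 replicate 3 lay apart from the others. Gnas had 9022 ± 644 (SD, n = 6) count equivalents on the maternal and 7188 ± 895 (SD, n = 6) on the paternal allele (log2 ratio 0.33, adjusted p 4.1e-05 from limma), but its unique hits gave the opposite direction, with 142 maternal and 289 paternal hits (log2 ratio -0.98, adjusted p 1.4e-07 from edgeR). Gm14326 had a log2 ratio of -2.17 and was not called on unique hits, which were 91 maternal and 100 paternal.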

Among the top-ranked genes, the vast majority were well-characterized imprinted genes listed in multiple imprinting databases (see Methods) and displayed the same allelic bias as previously reported (Figure 2D).

**Figure 2:**
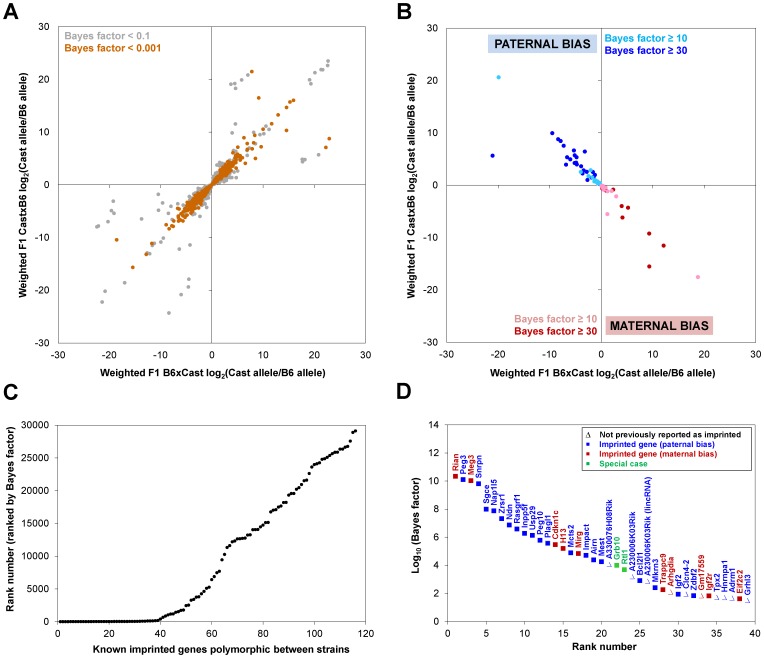
Characterization of parent-of-origin effects in the retina. Autosomal genes polymorphic between C57BL/6J and Cast/EiJ were analyzed in retinas from reciprocal F1 hybrids. Higher Bayes factors indicate greater likelihood of imprinting. (A) Non-imprinted genes with Bayes factor <0.1 (gray) and <0.001 (orange) are depicted. (B) Parent-of-origin effects with preferential expression of the paternal (blue) or maternal (red) allele with Bayes factor ≥10 (light) and ≥30 (dark) are depicted. (C) Top-ranked (low rank number) genes are enriched for known imprinted genes. (D) Genes with strong evidence of imprinting in the retina (Bayes factor ≥30) that exhibit preferential expression of the paternal (blue) or maternal (red) allele are depicted. Green, special cases—see text for discussion of *Rtl1* and *Grb10*. Filled squares, genes previously reported as imprinted in other tissues. Empty triangles, not previously reported as imprinted. A230006K03Rik appears twice because it is associated with two Ensembl ID's, a protein-coding gene and a lincRNA.

We identified 75 genes as highly likely to be imprinted (Bayes factor ≥10). Among these, 39 genes were extremely likely to be imprinted (Bayes factor ≥30), of which 29/39 (74%) were known imprinted genes. 

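Among the 67 of these genes with enough allele-specific unique hits to be tested, 43 had a parent-of-origin call. Supporting Information S1 marks 33 of the genes as listed in imprinting databases, and 29 of those were called. For the 42 unlisted genes the number was 14, and 8 had a call on unique hits.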

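Of the 39 genes, 38 could be tested. Arhgdia, with a mean of 4.33 allele-specific unique hits per F1 library, could not. 36 were called when the adjustment ran over all genes tested, and 38 adjusted over the list alone, which is not independent evidence since the study chose the list on these samples. Grhl3 and Adrm1 stayed above the threshold over all genes, with adjusted p of 0.081 and 0.076 from limma. Grhl3 was called without F0 Cast/EiJ replicate 3 (log2 -0.96) and Adrm1 without F1 CastxB6 replicate 2 (log2 -1.45). All 29 genes listed in imprinting databases were called, and so were 7 of the 10 unlisted ones. On unique hits alone, 6 of the unlisted genes had a call. Hnrnpa1 was called on count equivalents (log2 ratio -0.998, adjusted p 0.048 from limma) but not on its unique hits, which averaged 437 per F1 library (log2 ratio -0.02).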

In 27 out of 29 cases, the direction of parental bias that we observed was consistent with that reported in the literature. For instance, *Peg3* (paternally expressed 3) and *Meg3* (maternally expressed 3) were our 2^nd^ and 3^rd^ ranked imprinting genes, respectively. 

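Among the 38 tested genes with a Bayes factor of at least 30, the maternal allele was higher in 11 and the paternal allele in 27. The databases' directions were not analysed here. The smallest absolute log2 ratio of the parental alleles among these genes was 0.26. 35 of them had a call on unique hits.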

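Peg3 (ENSMUSG00000002265) lies on chromosome 7 of NCBI37 from 6656603 to 6683132. The paternal allele had 10287 ± 588 (SD, n = 6) count equivalents and the maternal allele 10.7 ± 7.22 (SD, n = 6), a log2 ratio of maternal to paternal of -10.19 (standard error 0.28, adjusted p 7.6e-14 from limma), with the paternal allele higher in 6 of 6 F1 libraries. Unique hits over those libraries numbered 28461 on the paternal and 16 on the maternal allele. Meg3 (ENSMUSG00000021268), a lincRNA on chromosome 12 of NCBI37 from 110779211 to 110809936, had the opposite direction. Its maternal allele had 35233 ± 4672 (SD, n = 6) count equivalents and its paternal allele 127 ± 42.0 (SD, n = 6), and the log2 ratio was 8.18 (standard error 0.19, adjusted p 7.6e-15). With weights from the deposited posterior SD, Meg3 lost its call (adjusted p 0.49) while its log2 ratio was 9.25, and over all alternatives its adjusted p ran from 0, as DESeq2 reports it, to 0.49.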

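Igf2 (ENSMUSG00000048583) lies on chromosome 7 of NCBI37 from 149836673 to 149852721, and Igf2r (ENSMUSG00000023830) on chromosome 17 of NCBI37 from 12875272 to 12962530. The paternal allele of Igf2 had 765 ± 263 (SD, n = 6) count equivalents against 218 ± 93.1 (SD, n = 6) for the maternal allele. Its log2 ratio of maternal to paternal was -1.86 (standard error 0.14, adjusted p 1.6e-07 from limma), from 1003 paternal and 202 maternal unique hits. Igf2 also had a strain effect, with a log2 ratio of the Cast/EiJ to the C57BL/6J allele of -0.97 (adjusted p 2.4e-05 from limma).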

*Igf2* and *Igf2r* were our 30^th^ and 34^th^ ranked imprinted genes, respectively. *Igf2* and its receptor *Igf2r* were the first imprinted mouse genes discovered and remain among the best-characterized, with paternally expressed *Igf2* promoting growth and maternally expressed *Igf2r* inhibiting growth [29], [30]. 

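Across the 6 F1 libraries, Igf2r had 846 ± 89.7 (SD, n = 6) count equivalents on the maternal allele and 613 ± 51.3 (SD, n = 6) on the paternal allele, a fitted ratio of 1.38-fold (log2 0.46, standard error 0.06, adjusted p 5.5e-04 from limma), and the maternal allele was higher in 6 of 6 libraries. Rian (ENSMUSG00000091793), a lincRNA on chromosome 12 of NCBI37 from 110842155 to 110899919, had 3888 ± 357 (SD, n = 6) count equivalents on the maternal allele, and no library had more than 1.63 on the paternal allele. Against a floor of 3 count equivalents, its maternal allele was at least 1296-fold higher. Of its unique hits, 15668 lay on the maternal and 4 on the paternal allele. Of the 38 tested genes with a Bayes factor of at least 30, 7 had a fitted ratio below 2-fold.

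**Figure D1:**
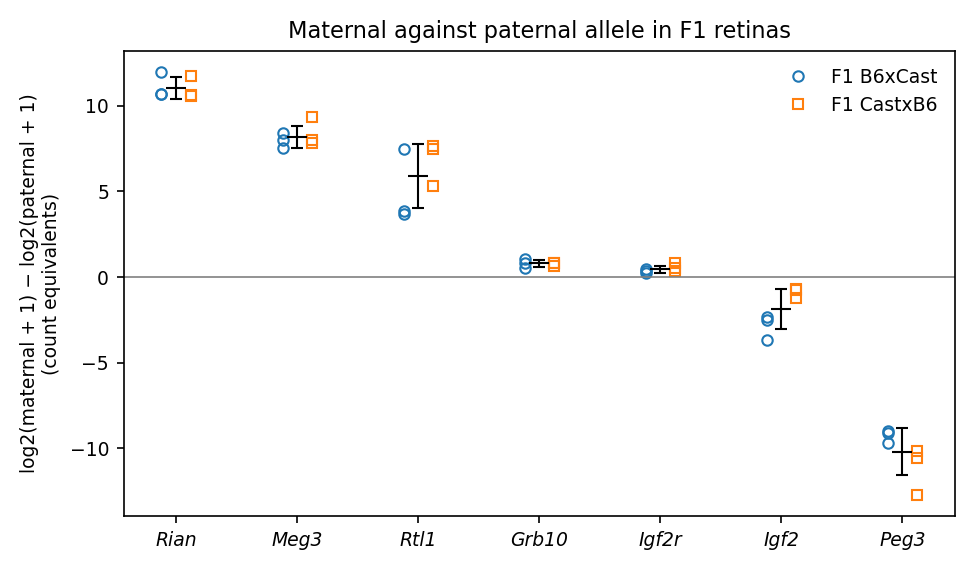
Log2 ratio of the maternal to the paternal allele, from count equivalents plus 1, in each of the 6 F1 libraries for 7 genes, with the mean and SD over the libraries. Igf2r and Grb10 lie closest to 0, with fitted values of 0.46 and 0.80, and Peg3 and Rian lie farthest from it, at fitted values that depend on the pseudocount.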

Consistent with an emerging view of imprinting occurring on a spectrum rather than being an all-or-none event [15], [27], we found varying degrees of allelic bias even for well-characterized imprinted genes, ranging from subtle (e.g., <2-fold preference for the maternal over the paternal allele of *Igf2r*) to extreme (e.g., >1000-fold preference for the maternal over the paternal allele of *Rian*).

*Rtl1*, also known as *Peg11*, is a gene in the *Dlk1-Dio3* imprinted cluster [31]. In our dataset, reads mapped preferentially to the maternal allele at the *Rtl1* locus. 

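Rtl1 (ENSMUSG00000085925) lies on chromosome 12 of NCBI37 from 110827404 to 110838540, on the minus strand. The maternal allele had 164 ± 27.3 (SD, n = 6) count equivalents and the paternal allele 3.49 ± 4.32 (SD, n = 6), with the maternal allele higher in 6 of 6 F1 libraries. The log2 ratio of maternal to paternal was 5.90 (standard error 0.46, adjusted p 2.1e-07 from limma). 225 unique hits lay on the maternal and 5 on the paternal allele over all F1 libraries, so the size of the ratio rests on few paternal reads. Fitted to the deposited log expression, the call was lost, with an adjusted p of 0.051 without weights and 0.37 with weights from the posterior SD, in a range of 2.4e-34 to 0.37 over all alternatives, and the maternal allele stayed higher in both.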

Previous studies in other tissues found that *Rtl1* is expressed from the paternal allele, while an antisense RNA, *anti-Rtl1*, is transcribed from the same locus on the maternal allele and gives rise to two maternally expressed microRNAs [31], [32]. Since our RNA-seq was not strand-specific, we could not discern whether *Rtl1* or *anti-Rtl1* is maternally expressed in the adult mouse retina.

*Grb10* is unique among imprinted genes in that it exhibits opposite patterns of imprinting depending on the tissue where it is expressed. In adult mice, *Grb10* is maternally expressed in some tissues, such as muscle and adipose, where it plays a role in glucose metabolism [33]. However, it is paternally expressed in the brain, where it affects social behavior [34]. This tissue-specific parent-of-origin effect is associated with usage of a paternal-specific *Grb10* promoter during neural fate commitment [35]. Interestingly, in the retina, we found that *Grb10* follows the pattern of muscle and adipose tissue, with preferential expression of the maternal allele. Thus, although the retina belongs to the central nervous system, it does not follow the imprinting pattern observed in the brain for this locus.

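Grb10 (ENSMUSG00000020176) lies on chromosome 11 of NCBI37 from 11830511 to 11938686. Its maternal allele had 2128 ± 132 (SD, n = 6) count equivalents and its paternal allele 1227 ± 112 (SD, n = 6), with no overlap between the 6 maternal and 6 paternal values. The fitted ratio was 1.74-fold (log2 0.80, standard error 0.06, adjusted p 1.3e-07 from limma), from 1904 maternal and 941 paternal unique hits. Grb10 expression was also higher in F0 Cast/EiJ, at 1857 ± 138 (SD, n = 3) count equivalents, than in F0 C57BL/6J, at 1353 ± 92.9 (SD, n = 3), while no difference between the strains' alleles was called in F1 (log2 ratio 0.02).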

Together, these analyses indicate that imprinting occurs in the retina, and that the pattern of imprinting is largely, but not always, concordant between the retina and the brain. 

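Brain and other tissues were not analysed here. In the retina, 11 of the 36 called genes with a Bayes factor of at least 30 had higher expression of the maternal allele. From the parental bias of such genes and directions reported for other tissues, the paper concludes that imprinting occurs in the retina and mostly follows the brain's pattern, with the maternal bias of Grb10 as an exception.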

Notably, the developing retina expresses the DNA methyltransferase DNMT3A, which is required for the germline methylation of imprinted loci [36], [37]. Methylation analysis (e.g., bisulfite sequencing) of the retina would confirm whether the parent-of-origin effects identified here correspond to differentially methylated regions (DMRs), as methylation-independent parent-of-origin effects have also been reported [26], [38].

### One-third of differentially expressed genes between Cast/EiJ and C57BL/6J retinas are associated with photoreceptor CREs

Previous microarray studies have suggested substantial gene expression differences between C57BL/6J and Cast/EiJ retinas [17]. Thus, we surveyed differentially expressed (DE) genes between the adult male F0 Cast/EiJ and F0 C57BL/6J retinas. 

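The F0 comparison used the 3 F0 Cast/EiJ and 3 F0 C57BL/6J libraries alone. It covered the 14452 autosomal genes with at least 10 count equivalents in at least 3 of the 6 libraries, and tested log2 values with limma and a trend of the variance on the mean. The paper's test, DESeq, models counts, whereas the deposited count equivalents are already normalized and are not integers.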

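Of the 14452 autosomal genes tested between F0 Cast/EiJ and F0 C57BL/6J, 4887 had an adjusted p under 0.05, 2486 higher and 2401 lower in Cast/EiJ. The median log2 fold change of all tested genes was 0.03 and the median standard error 0.13. With DESeq2 on rounded count equivalents, 4521 genes were called, 4354 of them shared with the limma calls. Unique hits tested with edgeR gave 5264 calls, 4533 of them shared. Over all settings the count was highest with a replicate block, 6376, and lowest without F0 C57BL/6J replicate 2, 3498. Fold changes against a strain whose libraries were all at or below 3 count equivalents are given as lower bounds. Gm17431 (ENSMUSG00000091282) was at least 2880-fold higher in Cast/EiJ, and Gm13394 (ENSMUSG00000083773) and Gm13654 (ENSMUSG00000081406) were at least 767-fold and 561-fold lower. Gm13340, with 10.3 ± 4.72 (SD, n = 3) count equivalents in C57BL/6J and 45267 ± 4300.4 (SD, n = 3) in Cast/EiJ, Gm5506, with 1.75 ± 3.04 (SD, n = 3) and 16400 ± 1652 (SD, n = 3), and Srp54c, with 2077 ± 110.2 (SD, n = 3) and 2.42 ± 3.87 (SD, n = 3), complete the 3 largest in each direction that met the criteria for naming genes. In the F1 libraries, Gm5506 had at most 0.202 and Gm13394 at most 2.69 count equivalents on either allele. Gm13340 had 24700 to 60400 per allele with a Cast/EiJ mother and at most 0.413 with a C57BL/6J mother. For Gm13654, Gm17431 and Srp54c the higher allele changed between F1 libraries. In F1 CastxB6, Gm13654 had 2290 to 2560 on the Cast/EiJ and at most 3.15 on the C57BL/6J allele, against its F0 direction. The F0 values of all 6 therefore need not reflect a strain difference in their own expression, which was not tested. All 6 had 0 allele-specific unique hits in the F1 libraries, and 3 of them are annotated as pseudogenes.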

We identified 3,799 autosomal DE genes between the F0 samples at a false discovery rate (FDR) of 5% using DESeq [39] (Supporting Information S2). Among these, 1,701/3,799 (45%) showed higher expression in Cast/EiJ.

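Of the 4887 called genes, 50.9% (Wilson 95% interval 49.5 to 52.3) were higher in Cast/EiJ. With a fold change of at least 1.5 the share was 41.3% (Wilson 95% interval 39.5 to 43.2) of 2728 genes, with at least 2 it was 40.1% (Wilson 95% interval 37.8 to 42.5) of 1635 genes, and with at least 4 it was 49.2% (Wilson 95% interval 45.6 to 52.9) of 707 genes. Which side of 50% the share over all called genes fell on depended on the processing. It was 47.6% with DESeq2 on rounded count equivalents and 46.0% with edgeR on unique hits, and it was 54.2% among genes with a mean of at least 50 count equivalents. Without F0 Cast/EiJ replicate 2 it was 47.0%. The intervals treat genes as independent, which coregulated genes are not.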

CRX is a key photoreceptor transcription factor required for the expression of many rod and cone genes [40], [41]. Previous CRX ChIP-seq studies conducted in adult C57BL/6 mouse retinas demonstrated that CRX-bound regions (CBRs) demarcate both known and putative photoreceptor CREs [6]. CBRs have a propensity to cluster around genes expressed in photoreceptors, and knowledge of CBR locations has helped pinpoint novel human retinal disease genes [42], [43].

We used available adult mouse retinal CRX ChIP-seq data to determine whether the differentially expressed genes were CBR-associated [6]. We found that among all 34,964 autosomal genes, 6,257 (18%) had at least one CBR assigned to them. However, among the 3,799 DE genes between the two strains, 1,275 (34%) were CBR-associated, representing a significant enrichment (P<10^−14^, hypergeometric distribution). Thus, among all autosomal genes, those that were differentially expressed between Cast/EiJ and C57BL/6J were more likely to be CBR-associated.

Furthermore, differentially expressed CBR-associated genes more often had lower expression in Cast/EiJ than C57BL/6J when compared to differentially expressed non-CBR-associated genes (Figure 3A). This effect was especially pronounced for genes with greater fold change between the two strains. Together, these findings suggest that Cast/EiJ overall has lower expression of photoreceptor genes than C57BL/6J, consistent with a previous microarray analysis [17]. The physiological function of rods, which constitute >97% of the photoreceptors in the mouse retina [44], can be measured by the a-wave of the scotopic electroretinogram (ERG). Interestingly, the gene expression differences may be reflected in the rod photoreceptor physiology of Cast/EiJ, which has a scotopic a-wave amplitude ∼40–50% that of C57BL/6J, despite intact morphology [17], [45].

**Figure 3:**
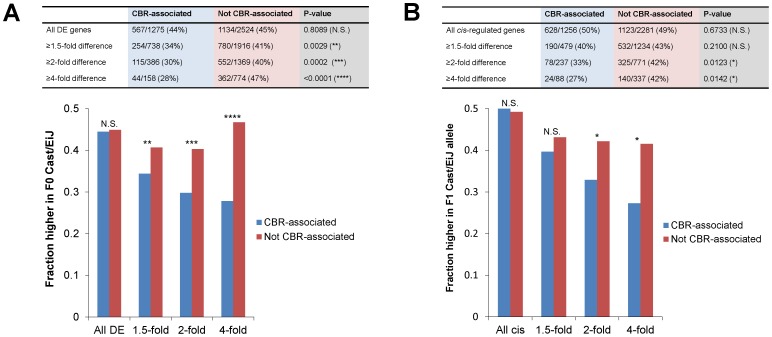
Comparison of differentially expressed and *cis*-effect genes associated with photoreceptor CREs. Genes were classified as being associated with CRX ChIP-seq peaks (CBR-associated) or not. (A) Differentially expressed (DE) autosomal genes were identified using DESeq at 5% FDR. The proportions of genes with higher expression in F0 Cast/EiJ than F0 C57BL/6J at various fold changes are shown. (B) *Cis*-effect autosomal genes were identified using MMDIFF. Proportions of genes with higher expression in F1 Cast/EiJ allele than F1 C57BL/6J allele at various fold changes are shown. P-values were calculated with two-tailed Fisher's exact test. N.S. = not significant, *<0.05, **<0.01, ***<0.001, **** <0.0001.

### *Cis*-regulatory effects account for the bulk of gene regulatory divergence between Cast/EiJ and C57BL/6J retinas

Next, we determined whether gene expression divergence was attributable to *cis* effects, *trans* effects, or a combination of both. For this analysis, we examined allele-specific expression in the F1 hybrids in conjunction with gene expression in the F0 parents (Figure 4A; Supporting Information S3). 

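A set of 3 contrasts of the limma model with the F1 library as a block were combined for each gene, the F0 difference of Cast/EiJ over C57BL/6J, the F1 allelic difference averaged over both crosses (the cis effect), and the F0 difference minus the F1 allelic difference (the trans effect). Of 13414 genes tested, 6305 had a call for the allelic difference, 3153 with the higher Cast/EiJ allele and 3152 with the lower. For the trans effect 1872 genes were called, 757 positive and 1115 negative. The median standard error was 0.08 for the allelic difference and 0.15 for the trans effect, so trans effects of a given size were harder to call. In data with simulated effects of 2-fold, 89.5% of allelic effects and 76.5% of trans effects were called. The count of allelic calls moved most when replicate number entered the model as a replicate block, to 3391. That block let the allelic difference vary with replicate number, so its allelic effects are those of the replicate 1 F1 libraries alone. Large allelic differences that met the criteria for naming genes included Stmn1 (ENSMUSG00000028832), whose C57BL/6J allele had 1868 ± 79.9 (SD, n = 6) count equivalents and whose Cast/EiJ allele had 15.5 ± 6.23 (SD, n = 6), although F0 C57BL/6J had 1123 ± 162 (SD, n = 3) and F0 Cast/EiJ 715 ± 40.9 (SD, n = 3). The trans effect of Stmn1 (log2 6.26) thus opposed its allelic difference (log2 -6.91). An error in assigning its reads to alleles stays open and was not tested. Gm16854 and Gm15983 also had the lower Cast/EiJ allele, the latter at least 81.1-fold, and Gm8910, Gm11847 and Gm6969 had the higher Cast/EiJ allele, at least 481-fold for Gm11847 and 362-fold for Gm6969. In F1 CastxB6 replicate 3 the ratio of Gm8910 lay apart from the other libraries, and in replicate 2 that of Gm6969.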

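Genes with a parent-of-origin call (66) were set aside from the 13414 tested. Conserved genes had none of the F0, allelic and trans calls, cis genes had F0 and allelic calls in the same direction without a trans call, trans genes had F0 and trans calls without an allelic call, and cis and trans genes had allelic and trans calls. 10055 genes fell into these classes. The remaining 3293 had only part of a pattern, 2281 of them with an allelic call alone and 979 with an F0 call alone. Another 1160 genes that the authors' deposited table classifies had a mean of fewer than 10 allele-specific unique hits and were not tested here.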

After excluding 306 genes with an imprinting Bayes factor >3, we were able to classify 11,484 autosomal genes with high confidence (see Methods). Among these, 6,380/11,484 (56%) were best modelled as conserved (i.e., no significant difference), 3,537/11,484 (31%) as divergent due to *cis* effects, 850/11,484 (7%) as divergent due to *trans* effects, and 717/11,484 (6%) as divergent due to a combination of *cis* and *trans* effects. Therefore, *cis*-regulatory effects were the primary mechanism of gene regulatory divergence between Cast/EiJ and C57BL/6J retinas.

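From the 3 contrasts, 5419 (53.9%, Wilson 95% interval 52.9 to 54.9) of the 10055 classified genes were conserved, 2807 (27.9%, Wilson 95% interval 27.0 to 28.8) had cis effects, 639 (6.36%, Wilson 95% interval 5.89 to 6.85) trans effects and 1190 (11.8%, Wilson 95% interval 11.2 to 12.5) both. 8212 genes were classified both here and in the authors' deposited table, and 7462 (90.9%) had the same class in both. This share leaves out tested genes that the authors' table classifies and that had only part of a pattern here. These were 1001 conserved, 807 cis, 250 trans and 44 cis and trans genes by the authors' classes. Cis genes had a median absolute log2 difference of 0.60 in F0 and 0.51 between F1 alleles, and trans genes one of 0.52 in F0 and 0.08 between F1 alleles. Model selection by the Bayesian information criterion moved the classes most, to 1566 conserved and 2390 cis and trans genes.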

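Cis genes made up 60.5% (Wilson 95% interval 59.1 to 61.9) of the 4636 divergent genes. Across genes with both contrasts, the F0 and F1 log2 differences correlated with Pearson's r of 0.69. Genes are not independent replicates, so no p-value is given for r. From the share of cis genes, the paper concludes that cis-regulatory effects were the primary mechanism of divergence between the strains.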

**Figure 4:**
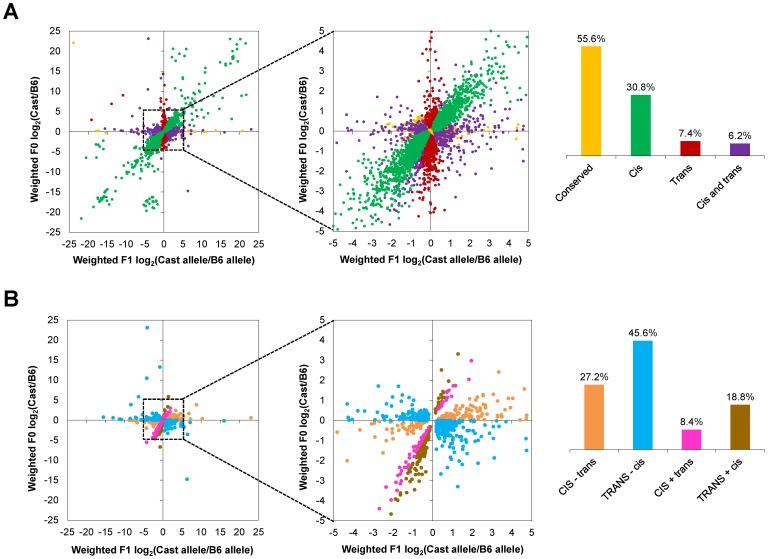
Classification of genes by mechanism of gene regulatory divergence. (A) Genes were classified as conserved (yellow; largely obscured), *cis* (green), *trans* (red), or *cis* and *trans* (purple). (B) *Cis*- and *trans*-effect genes were further subcategorized as to whether the *cis* and *trans* effects acted in the same (“+” sign; pink and brown) or opposite (“−” sign; orange and blue) directions, and whether the *cis* (CAPS; orange and pink) or *trans* (CAPS; blue and brown) effect was stronger. Insets, magnified views.

We then subcategorized the genes whose divergence was due to a combination of *cis*- and *trans* effects into the following classes: (1) *CIS*−*trans* (*cis* and *trans* effects acting in opposite directions, with *cis* effects stronger) had 195/717 (27%) of the genes, (2) *TRANS−cis* (*cis* and *trans* effects acting in opposite directions, with *trans* effects stronger) had 327/717 (46%) of the genes, (3) *CIS+trans* (*cis* and *trans* effects acting in the same direction, with *cis* effects stronger) had 60/717 (8%) of the genes, and (4) *TRANS+*cis (*cis* and *trans* effects acting in the same direction, with *trans* effects stronger) had 135/717 (19%) of the genes (Figure 4B).

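With the paper's rules on the size and sign of the F1 and F0 differences, the 1190 cis and trans genes divided into 226 (19.0%) CIS−trans, 576 (48.4%) TRANS−cis, 118 (9.92%) CIS+trans and 270 (22.7%) TRANS+cis genes.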

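Among the 1190 cis and trans genes, 802, or 67.4% (Wilson 95% interval 64.7 to 70.0), had cis and trans effects of opposite sign. The trans effect is the F0 difference minus the F1 allelic difference, so an error in the F1 values enters both effects with opposite sign and by itself favours opposite directions. When cis was taken from one F1 cross and trans from F0 and the other cross, with calls made anew, 460 of 709 genes (64.9%, Wilson 95% interval 61.3 to 68.3) and 492 of 749 (65.7%, Wilson 95% interval 62.2 to 69.0) had opposite directions. The share was highest with a replicate block, at 78.7% of 522 genes. That block takes the cis effect from the replicate 1 F1 libraries alone.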

When *cis* and *trans* effects acted together in the retina, they acted in opposite directions to stabilize gene expression in the majority (522/717 or 73%) of cases, while they acted in the same direction to shift gene expression in a minority (195/717 or 27%) of cases. However, the primary mechanism of gene regulatory divergence was *cis*-regulatory effects acting with little or no contribution from *trans*-regulatory effects, accounting for 3,537/5,104 (69%) of gene regulatory divergence. This suggests that functional *cis*-acting sequence variants in the Cast/EiJ genome often drive altered gene expression.

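Of the 4636 divergent genes, 13.78% were trans and 25.7% cis and trans. The cis share stayed the largest of the 3 with every filter, threshold and test tried for it, at 45.4% at its lowest, with model selection by the Bayesian information criterion, and 69.7% at its highest, at a threshold of 1%.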

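Among the 2807 cis genes, 1407, or 50.1% (Wilson 95% interval 48.3 to 52.0), had the higher Cast/EiJ allele. With a fold change of at least 1.5 the share was 41.5% (Wilson 95% interval 38.8 to 44.3) of 1230 genes, and with at least 4 it was 43.5% (Wilson 95% interval 37.3 to 49.8) of 237. The side of 50% on which the share over all cis genes fell changed with the filter, from 52.7% among genes with a mean of at least 50 allele-specific unique hits to 47.5% without a filter. The association of genes with CRX-bound regions was not analysed here for all cis genes.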

We further examined the 3,537 *cis*-effect genes, of which 1,751/3,537 (50%) showed higher expression of the Cast/EiJ allele than the C57BL/6J allele, and of which 1,256/3,537 (36%) were CBR-associated. We found that *cis*-effect genes that were CBR-associated more often had lower Cast/EiJ allele expression than *cis*-effect genes that were not CBR-associated, for genes with higher fold change between the two alleles (Figure 3B). These results are consistent with the notion that the Cast/EiJ genome overall harbors many *cis*-regulatory variants whose net effect is to diminish photoreceptor gene expression.

*Trans* effects could arise from differential activity of transcription factors. Therefore, we inspected the rod photoreceptor transcriptional network, whose members include the transcription factors CRX, RORβ, NRL, and NR2E3 [5]. We found that *Crx* and *Nrl* transcript levels were both conserved in the F0 and F1 retinas. 

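Crx (ENSMUSG00000041578, chromosome 7 of NCBI37 from 16451296 to 16465317) had 15367 ± 702 (SD, n = 3) count equivalents in F0 C57BL/6J and 16100 ± 1744 (SD, n = 3) in F0 Cast/EiJ, a log2 difference of 0.06 (standard error 0.08, adjusted p 0.58 from limma). In the F1 libraries its C57BL/6J allele had 16133 ± 1326 (SD, n = 6) and its Cast/EiJ allele 15183 ± 952 (SD, n = 6), an allelic log2 difference of -0.09 (standard error 0.05, adjusted p 0.2 from limma). Nrl (ENSMUSG00000040632, chromosome 14 of NCBI37 from 56137815 to 56143818) had 20200 ± 2300 (SD, n = 3) in F0 C57BL/6J and 19267 ± 1626 (SD, n = 3) in F0 Cast/EiJ, with a log2 difference of -0.07 (standard error 0.11, adjusted p 0.67 from limma) and an allelic log2 difference in F1 of -0.07 (standard error 0.07, adjusted p 0.42 from limma). The F0 differences of both genes were within the spread between replicates, but the Cast/EiJ allele was lower in 6 of 6 F1 libraries for Crx and in 6 of 6 for Nrl. On unique hits alone, edgeR called this small allelic difference for both genes, with a log2 ratio of -0.11 for Crx (adjusted p 5.0e-17, in a range of 5.0e-17 to 0.82 over its alternatives) and -0.11 for Nrl (adjusted p 1.1e-20, in a range of 1.1e-20 to 0.72).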

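Rorb (ENSMUSG00000036192) lies on chromosome 19 of NCBI37 from 19005095 to 19185686. Its count equivalents were 6490 ± 566 (SD, n = 3) in F0 C57BL/6J and 4630 ± 505 (SD, n = 3) in F0 Cast/EiJ, a log2 difference of -0.49 (standard error 0.07, adjusted p 6.1e-05 from limma). In F1, the C57BL/6J allele had 5483 ± 192 (SD, n = 6) and the Cast/EiJ allele 5802 ± 228 (SD, n = 6), with an allelic log2 difference of 0.08 (standard error 0.05, adjusted p 0.19 from limma), and the difference between F0 and F1 was -0.57 (standard error 0.09, adjusted p 3.3e-04 from limma). The direction of the allelic difference depended on the values used. It was -0.16 on the deposited log expression with weights from the posterior SD (adjusted p 0.022 from limma) and 0.04 on unique hits (adjusted p 0.043 from edgeR), in a range of 0.022 to 0.63 over all alternatives.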

*Rorb* was a solely *trans*-effect gene, with lower expression in Cast/EiJ, suggesting that the upstream regulators of RORβ in the retina (whose identities are unknown) have altered activity in Cast/EiJ. 

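Nr2e3 (ENSMUSG00000032292) lies on chromosome 9 of NCBI37 from 59790578 to 59808466. F0 C57BL/6J had 7507 ± 657 (SD, n = 3) count equivalents and F0 Cast/EiJ 9543 ± 391 (SD, n = 3), a log2 difference of 0.35 (standard error 0.07, adjusted p 6.1e-04 from limma). Its F1 alleles had 8810 ± 517 (SD, n = 6) for C57BL/6J and 8723 ± 393 (SD, n = 6) for Cast/EiJ, an allelic log2 difference of -0.01 (standard error 0.04, adjusted p 0.83 from limma), and F0 minus F1 was 0.36 (standard error 0.08, adjusted p 0.006 from limma). With a replicate block this last difference was no longer called (log2 0.36, adjusted p 0.061 from limma, in a range of 0.0017 to 0.061 over all alternatives). That block takes the F1 allelic effect from the replicate 1 libraries alone. Unique hits gave an allelic log2 ratio of -0.06 (adjusted p 0.0027 from edgeR, in a range of 0.0027 to 0.97).

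**Figure D2:**
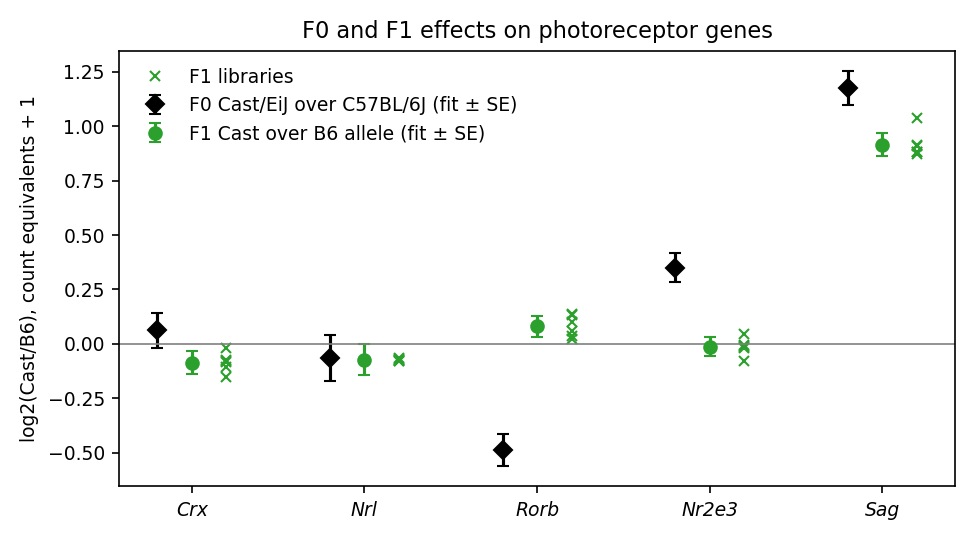
Log2 differences of Cast/EiJ over C57BL/6J for Crx, Nrl, Rorb, Nr2e3 and Sag, between the F0 strains and between the F1 alleles, from count equivalents plus 1. Rorb and Nr2e3 differ between the F0 strains (-0.49 and 0.35) more than between the F1 alleles (0.08 and -0.01), and Sag differs in both (1.18 and 0.92).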

*Nr2e3* was also a solely *trans*-effect gene, with higher expression in Cast/EiJ. Since NR2E3 is known to be regulated by CRX and NRL [46], and the mRNA levels of *Crx* and *Nrl* were unaltered, we examined whether CRX or NRL harbored coding mutations that might alter their protein activity. However, we did not find any non-synonymous mutations in *Nrl* or in the best-characterized isoform of *Crx* [41], [47]. Thus, we identified differential *trans*-regulation of *Rorb* and *Nr2e3* in Cast/EiJ relative to C57BL/6J, but the reasons for these *trans* effects are unknown.

### Higher frequency of variants in photoreceptor CREs correlates with differential expression

Whereas *trans*-regulatory effects are due to the levels or activities of upstream signaling cascades and transcriptional regulators (e.g., transcription factors), *cis*-regulatory effects can arise from functional *cis*-acting variants within CREs. We undertook a survey of Cast/EiJ variants relative to C57BL/6J that fell within CBRs. First, we asked whether CBRs were depleted or enriched for Cast/EiJ variants by tabulating the number of SNPs and indels across the 2 kb region centered on CBRs. We found that the frequency of variants decreased toward the center of CBRs (Figure 5A). The bulk of the depletion occurred within the central 300 bp, consistent with the previous finding that phylogenetic conservation, as measured by PhastCons scores [48], is markedly elevated within the central region of CBRs [6]. Also consistent with this result, a recent functional analysis of ∼1,300 CBRs in the mouse retina demonstrated that short fragments corresponding to the central 84 bp of CBRs possess substantial *cis*-regulatory activity [49]. When we conducted the same analysis of variant depletion for Spret/EiJ, an inbred strain of *Mus spretus* that diverged from *Mus musculus* ∼2 million years ago [50], we obtained similar results (Figure 5A). Thus, CBRs are functionally constrained and have likely undergone selection in the mouse lineage, particularly in the central-most portion of the CBR.

**Figure 5:**
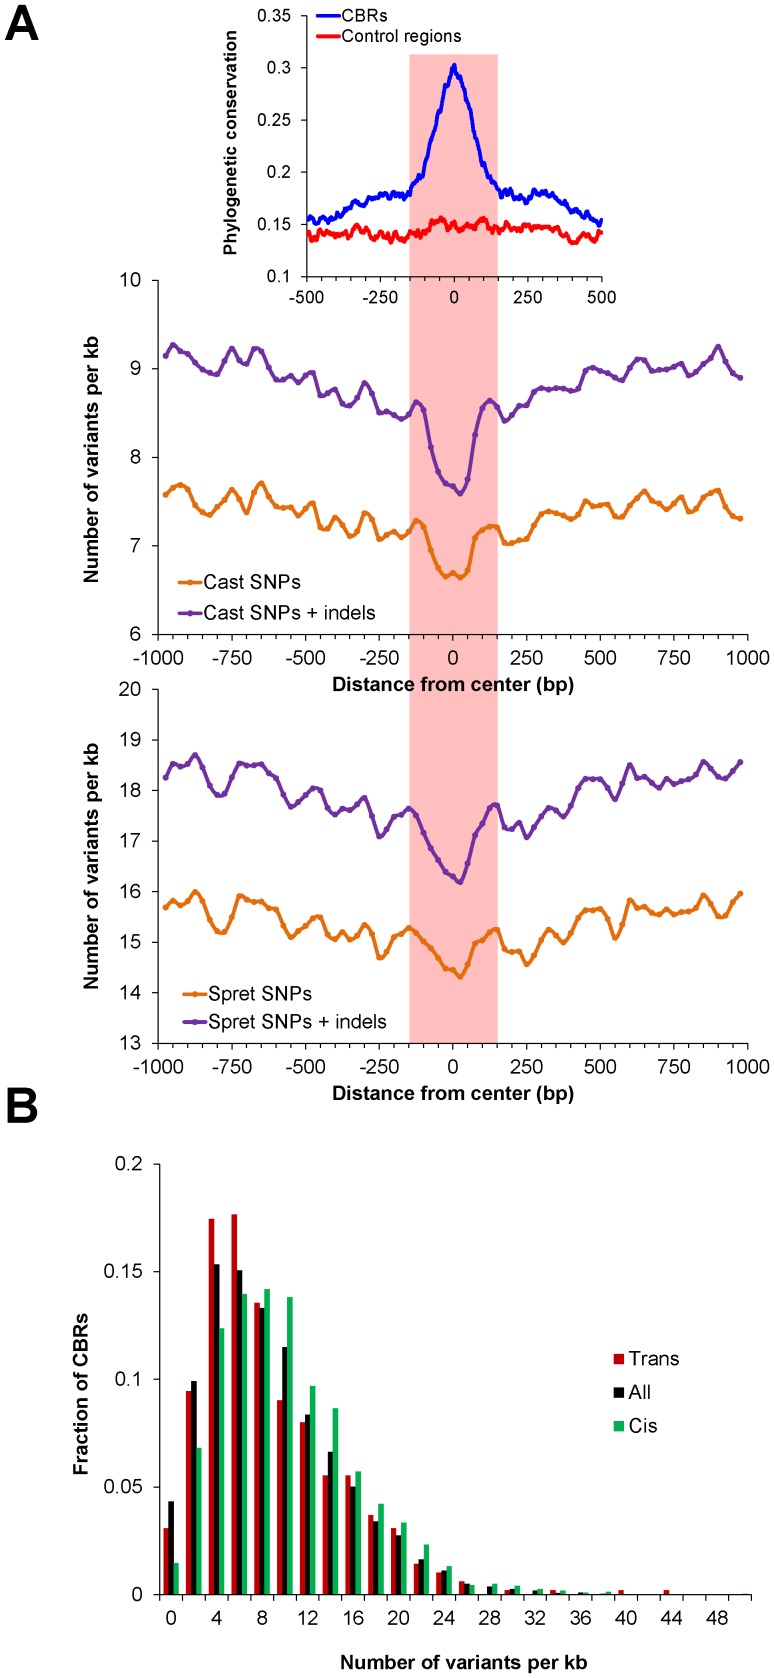
Analysis of variant density in photoreceptor CREs. (A) The number of Cast/EiJ (top) or Spret/EiJ (bottom) SNPs and indels relative to C57BL/6J was determined in 50 bp windows (sliding 25 bp at a time) across the 2 kb region centered on CBRs. Phylogenetic conservation for CBRs is based on PhastCons scores as found in [6]. The highlighted area corresponds to the central 300 bp region. (B) Histogram showing frequency of variants (SNPs+indels) in the 1 kb region centered on all CBRs (black), CBRs associated with *cis*-effect genes (green), and CBRs associated with *trans*-effect genes (red). Total bar height was normalized to 1 for each category.

If *cis* effects are due to altered transcriptional activity driven by *cis*-regulatory variants, we would expect to find a higher frequency of functional variants in the CREs around *cis*-effect genes compared to the *trans*-effect genes. We first observed that the proportion of genes that were CBR-associated was approximately equal across categories: 2,149/6,380 (34%) of conserved genes, 1,256/3,537 (36%) of *cis*-effect genes, 300/850 (35%) of *trans*-effect genes, and 242/717 (34%) of *cis*- and *trans*-effect genes. We then tabulated the Cast/EiJ variants (SNPs and indels) within the central 1 kb centered on the CBRs associated with each gene (Supporting Information S4). For all 10,212 CBRs, we found 86,389 variants, for a frequency of 8.46 variants per kb. When we examined the *cis*-effect genes, we found 21,174 variants in the 2,185 associated CBRs, for a frequency of 9.69 variants per kb. This was significantly higher than the variant frequency in all CBRs (P<10^−14^, hypergeometric distribution). In contrast, for the *trans*-effect genes, we found 4,068 variants in 487 CBRs, corresponding to a frequency of 8.35 variants per kb, which was not significantly different from the variant frequency in all CBRs (P = 0.2, hypergeometric distribution). The tendency for CBRs associated with *cis*-effect genes to have a higher frequency of variants than CBRs associated with *trans*-effect genes is also evident from the distributions of variants across individual CBRs (Figure 5B). Collectively, we find that CBRs associated with *cis*-effect genes are enriched for variants, whereas CBRs associated with *trans*-effect genes are not. These results suggest that CBRs contain functional *cis*-regulatory variants that alter transcriptional activity, but future empirical testing is needed to demonstrate the causality of specific variants.

### The Cast/EiJ genome harbors both activating and silencing *cis*-regulatory variants associated with retinal disease genes

Given that hundreds of genes can contribute to retinal disease, we asked whether any of the *cis*-effect genes were associated with human retinopathies (Supporting Information S5). 

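All 62 retinal disease genes of Supporting Information S5 could be tested for the allelic difference in F1. 58 were called over all genes tested and 59 adjusted over the list alone, which is not independent evidence since the study chose the list on these samples. By the 3 contrasts, 49 of them were cis, 1 cis and trans, 2 conserved and 10 had only part of a pattern. Genes without an allelic call included Lztfl1, Pla2g5 and Fzd4. The log2 difference was -0.14 for Lztfl1, -0.01 for Pla2g5 and -0.17 for Fzd4. On unique hits, edgeR called Lztfl1 (log2 ratio -0.47). With the deposited log expression in limma, Pla2g5 was called (log2 -0.23) and Lztfl1 was called in the other direction (log2 0.76). Without F1 B6xCast replicate 3, Fzd4 was called (log2 -0.28). The count moved most with a replicate block, at 40 genes, where the allelic effect comes from the replicate 1 F1 libraries alone.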

We found 62 *cis*-effect genes with human orthologues that were listed in the RetNet database, an up-to-date and comprehensive compendium of retinal disease genes [51]. Of these, 30/62 (48%) showed higher expression of the Cast/EiJ allele. Therefore, although Cast/EiJ mice have diminished rod and cone ERG responses compared to C57BL/6J, they harbor both activating and silencing *cis*-regulatory variants.

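The Cast/EiJ allele was higher in 29 of the 62 genes (46.8%, Wilson 95% interval 34.9 to 59.0). The weighted log fold change of the paper's methods, recomputed from the deposited log expression and SD, was positive for 30. The gene with a different sign was Lztfl1, at 0.83 by the weighted value. The F0 difference had the sign of the F1 allelic difference in 59 genes. 10 genes differed by at least 2-fold between alleles, 6 of them with the higher Cast/EiJ allele. The extremes were Myo7a (log2 difference -4.74, standard error 0.13) and Rdh1 (log2 difference 5.18, standard error 0.16).

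**Figure D3:**
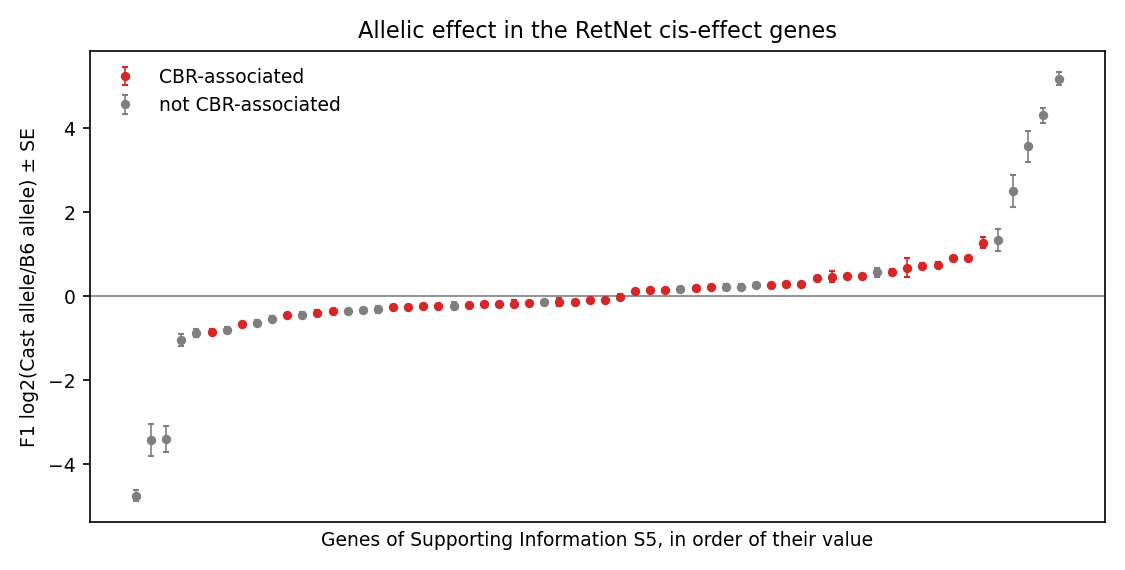
F1 allelic log2 difference of Cast/EiJ over C57BL/6J, with its standard error, for the 62 genes of Supporting Information S5 in order of their value. 29 lie above 0, and the values run from -4.74 to 5.18.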

We further focused on the *cis*-effect genes associated with retinal disease that are CBR-associated (Figure 6A). Consistent with previous observations that CBRs are enriched around retinal disease genes [6], [42], [43], we found that 38/62 (61%) were CBR-associated. Of these CBR-associated genes, 20/38 (53%) showed higher expression of the Cast/EiJ allele.

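By the paper's assignment of CRX-bound regions in Supporting Information S5, 38 of the genes were CBR-associated and 24 were not. 34 of the CBR-associated genes and all 24 others had an allelic call in F1. Only 1 of the CBR-associated genes, Invs, differed by at least 2-fold between alleles (log2 1.28), against 9 of the others, a difference that was not tested. Which CBR-associated gene passes 2-fold depends on the values used. Invs was at 0.69 by the weighted log2 fold change of the paper's methods and at 0.74 on unique hits, where Gpr98, at -0.84 in limma, was at -1.26 and -1.05.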

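Among the CBR-associated genes, 19 (50%, Wilson 95% interval 34.8 to 65.2) had the higher Cast/EiJ allele, 19 of them with a call. 15 had a called lower Cast/EiJ allele. Their median log2 difference was 0.06. The interval includes 50%, so with this many genes no excess of either direction was detectable.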

**Figure 6:**
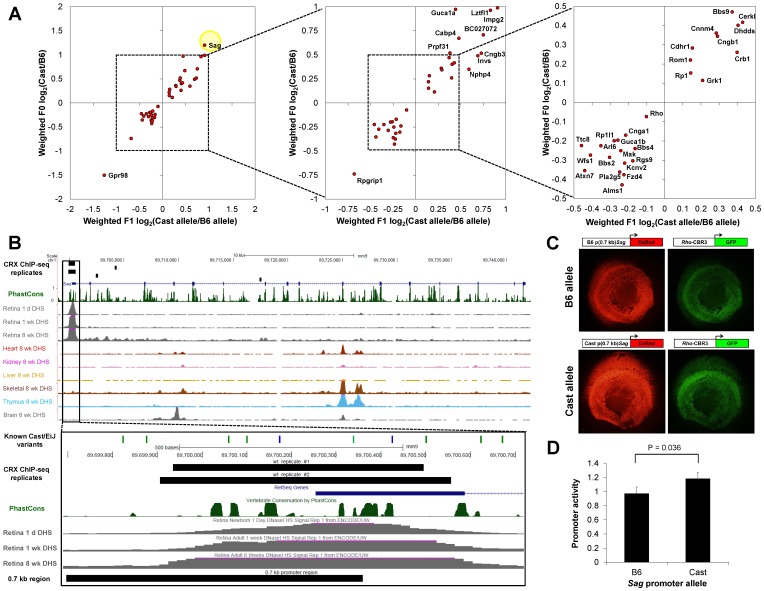
*Cis*-effect genes associated with retinal disease and photoreceptor CREs. (A) *Cis*-effect genes associated with CRX ChIP-seq peaks were matched against the RetNet database of retinal disease genes. The yellow circle highlights *Sag*. (B) *Sag* locus, mm9. Top: Screenshot from UCSC Genome Browser [77]. DNaseI hypersensitivity site (DHS) signals are from ENCODE data [8]. Bottom: Enlargement of boxed region. The 0.7 kb promoter region is depicted here. Locations of known Cast/EiJ variants [19] are depicted as green tic marks (SNPs) or blue tic marks (indels). (C) Retinal explant electroporation was used to assay the activity of the 0.7 kb *Sag* promoter region of B6 and Cast alleles. Representative images are shown here for the B6 (top) and Cast (bottom) 0.7 kb *Sag* promoter constructs driving DsRed expression. *Rho*-CBR3-eGFP served as the loading control. (D) Quantification of the *cis*-regulatory activity measured by the explant electroporation assay. Error bar represents SEM. P-value was calculated with one-tailed Wilcoxon rank-sum test.

One of the CBR-associated *cis*-effect genes was *Sag*, which encodes S-arrestin, a protein important for the recovery phase of the phototransduction cascade in rods [52], [53]. Loss-of-function coding mutations in *Sag* are associated with Oguchi disease, whose clinical features include night blindness and delayed rod adaptation [54]. We found that the Cast/EiJ allele drives ∼2-fold higher *Sag* expression than the C57BL/6J allele, suggesting the presence of *cis*-regulatory variants conferring increased activity. 

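Sag (ENSMUSG00000056055) lies on chromosome 1 of NCBI37 from 89700255 to 89741733. In the 6 F1 libraries its Cast/EiJ allele had 111300 ± 7137 (SD, n = 6) count equivalents and its C57BL/6J allele 59150 ± 5764 (SD, n = 6), a fitted ratio of 1.89-fold, log2 0.92 (standard error 0.05, adjusted p 3.0e-10 from limma), with the Cast/EiJ allele higher in 6 of 6. Unique hits numbered 186332 on the Cast/EiJ and 104339 on the C57BL/6J allele. Between the strains, F0 Cast/EiJ had 116000 ± 5196 (SD, n = 3) and F0 C57BL/6J 51333 ± 2732 (SD, n = 3), a ratio of 2.26-fold, log2 1.18 (standard error 0.08, adjusted p 5.8e-09 from limma). The F0 difference exceeded the F1 allelic difference by 0.26 (standard error 0.09, adjusted p 0.079 from limma). This excess was called with weights from the posterior SD, with edgeR and with DESeq2 on rounded count equivalents (adjusted p 0.024 for DESeq2, in a range of 0.0079 to 0.35 over all alternatives) and when F1 B6xCast replicate 1, whose allelic ratio was the highest of the 6 and apart from the others, was left out (log2 0.29, adjusted p 0.0079 from limma).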

Upon inspection of the *Sag* locus, we identified a CRX ChIP-seq peak located in the promoter/5′ UTR region and present in both CRX ChIP-seq biological replicates. This CBR corresponds to a DNaseI-hypersensitivity site (DHS) that is present at three developmental time points and is highly specific to the retina (Figure 6B) [8].

We hypothesized that *Sag* promoter variants contributed to the differential gene expression between C57BL/6J and Cast/EiJ. To test this hypothesis, we compared the activity of a 0.7 kb promoter region cloned from C57BL/6J genomic DNA (“B6 allele”) or from Cast/EiJ genomic DNA (“Cast allele”). This 0.7 kb region encompassed 5 known SNPs and 1 indel (Figure 6B). We cloned the 0.7 kb fragment upstream of a reporter gene, DsRed, and conducted a retinal explant electroporation assay to quantify CRE activity based on fluorescence (see Methods) [55].

Consistent with our hypothesis, we found that the Cast allele showed ∼22% higher CRE activity than the B6 allele (Figure 6C and 6D; P = 0.036, one-tailed Wilcoxon rank-sum test). Since *Sag* had ∼2-fold higher expression in Cast than B6, additional variants beyond this 0.7 kb promoter region likely contribute to the differential gene expression. Three other CBRs besides the promoter region were assigned to the *Sag* gene, containing 37 variants in the 1 kb windows centered on these CBRs (Supporting Information S4). Therefore, the higher expression of *Sag* in Cast compared to B6 likely results from variants in both the assayed region and other regions.

### The majority of isolated *cis* effects and isolated *trans* effects are tissue-specific

To determine whether the isolated *cis* effects and isolated *trans* effects we identified were confined to the retina, we compared our data from retina with previously published data from liver [15] (Supporting Information S6). To ensure uniformity of analysis, we reprocessed the previously published liver data using our analytic pipeline, beginning with raw reads. After filtering 571 possibly imprinted polymorphic autosomal genes (Bayes factor >3), we were able to classify 9,865 polymorphic autosomal genes with high confidence (Figure 7A and 7B).

**Figure 7:**
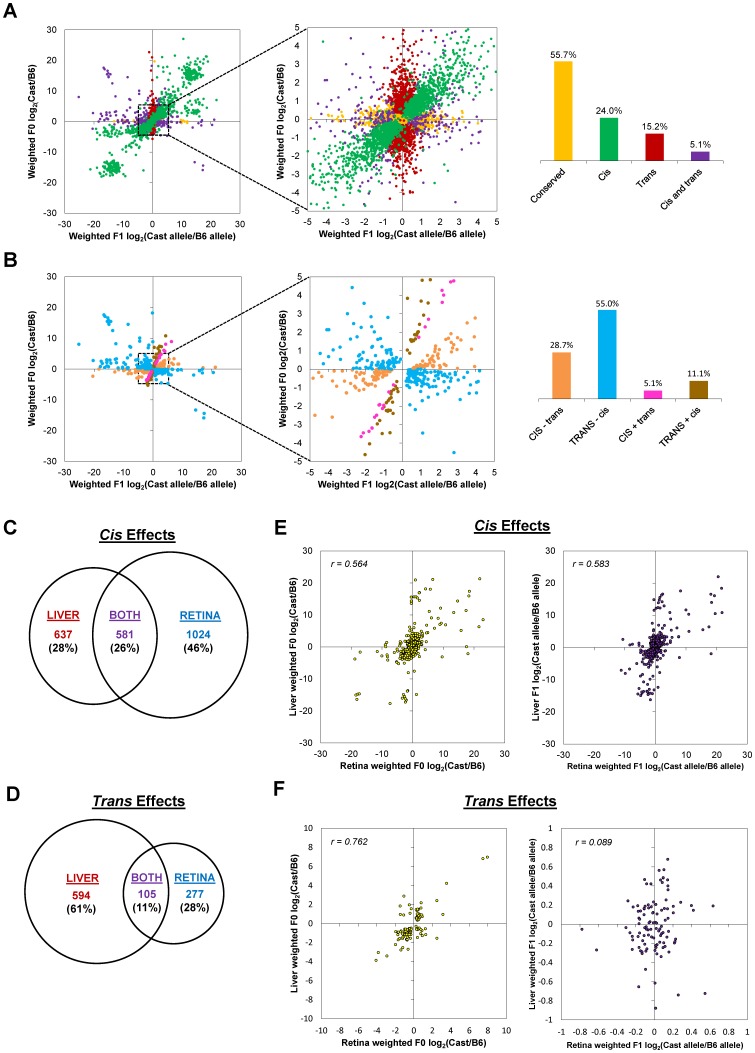
Comparison of *cis* effects and *trans* effects between liver and retina. (A) Using the same analytic pipeline as for retina, genes in the liver were classified as conserved (yellow; largely obscured), *cis* (green), *trans* (red), or *cis* and *trans* (purple). (B) *Cis*- and *trans*- regulated genes were further subcategorized as to whether the *cis* and *trans* effects acted in the same (“+” sign; pink and brown) or opposite (“−” sign; orange and blue) directions, and whether the *cis* (CAPS; orange and pink) or *trans* (CAPS; blue and brown) effect was stronger. (C) Number of genes classified as *cis* in liver and conserved in retina, *cis* in both tissues, or *cis* in retina and conserved in liver. (D) Number of genes classified as *trans* in liver and conserved in retina, *trans* in both tissues, or *trans* in retina and conserved in liver. (E) Correlation between genes classified as *cis* in both tissues. Pearson r values for F0 samples (left) and F1 samples (right) are shown. (F) Correlation between genes classified as *trans* in both tissues. Pearson r values for F0 samples (left) and F1 samples (right) are shown. Insets, magnified view.

We found 5,494/9,865 (56%) were best modelled as conserved, 2,371/9,865 (24%) were best modelled as divergent due to *cis* effects, 1,495/9,865 (15%) as divergent due to *trans* effects, and 505/9,865 (5%) as divergent due to a combination of *cis* and *trans* effects. For genes in the latter category, 145/505 (29%) were best modelled as *CIS−trans*, 278/505 (55%) as *TRANS−cis*, 26/505 (5%) as *CIS+trans*, and 56/505 (11%) as *TRANS+cis*. Thus, as previously reported for liver, and as we found for retina, when *cis* and *trans* effects act together, they more often act to stabilize (423/505 or 84%) than to destabilize (82/505 or 16%) gene expression [15].

We then compared the classification of genes between liver and retina. To avoid misattributing tissue-specific gene expression as tissue-specific *cis* or *trans* effects, we restricted our analysis to genes classifiable in both liver and retina. In particular, for comparison of *cis*-effect genes, we required that genes be classified as *cis*-effect in one tissue and conserved in the other tissue, or *cis*-effect in both tissues. Similarly, for the comparison of *trans*-effect genes, we required that genes be classified as *trans*-effect in one tissue and conserved in the other tissue, or *trans*-effect in both tissues. Using these criteria, we found that the vast majority of *cis* effects (1,661/2,242 or 74%) were tissue-specific. Additionally, most *trans* effects (871/976 or 89%) were tissue-specific (Figure 7C and 7D; Supporting Information S7). Thus, most of the isolated *cis* and isolated *trans* effects identified were tissue-specific.

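The liver reads were not analysed here, and the lists are those of Supporting Information S7. The study made their retina classes on these same libraries, so the call rates below are not independent evidence. The retina side was tested in the F1 libraries. Of the 1024 genes listed as cis in retina and conserved in liver, 1003 were tested and 925 (92.2%) had an allelic call, and of the 581 listed as cis in both tissues, 544 were tested and 522 (96.0%) had one. Of the 637 genes listed as cis in liver and conserved in retina, 594 were tested and 122 (20.5%) still had an allelic call in the retina, with a median absolute log2 difference of 0.12 over all of them against 0.38 for the genes that are cis in retina alone. On unique hits, 190 of them had a call. Genes listed as trans in liver and conserved in retina had an allelic call about as often, 127 of 558 tested (22.8%). The 20.5% is therefore no sign of cis effects shared with liver.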

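A trans effect was called for 149 of 266 tested genes (56.0%) listed as trans in retina and conserved in liver, and for 64 of 101 (63.4%) listed as trans in both. Of the 558 tested genes listed as trans in liver and conserved in retina, 36 (6.45%) had a trans call and 49 (8.78%) an F0 call in the retina.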

Recent studies suggest that variants in a given CRE may modulate target gene expression in a tissue-dependent manner; i.e., different tissues may show differential susceptibility to CRE variants [56]. To test for tissue-specific variant effects in our system, we examined the 581 genes classified as *cis*-effect in both liver and retina. We found a positive correlation between the expression estimates for the F0 liver and F0 retina samples (Pearson r = 0.56, two-tailed P<10^−5^), and between the expression estimates for the F1 liver and F1 retina samples (Pearson r = 0.58, two-tailed P<10^−5^) (Figure 7E). This suggests that there exists differential susceptibility between the liver and retina to CRE variants, but that there is also significant shared susceptibility.

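The log2 ratios of Cast/EiJ over C57BL/6J in the retina were taken from the limma model and set against the paper's liver ratios of Supporting Information S7, for 544 of the 581 genes. Across these genes, which are not independent replicates, Pearson's r was 0.52 for F0 and 0.53 for F1. Each had a two-sided permutation p of 1e-05, the smallest that 100000 permutations can give, and an adjusted p of 1.3e-05 over the 4 correlations of this comparison. Spearman's rho was 0.54 and 0.52. The direction was the same in both tissues for 74.6% of the genes in F1. With the weighted log2 ratios of the paper's methods, recomputed from the deposited values, which cover all 581 genes, r was 0.564 and 0.583, and among genes with absolute log2 ratios under 5 in both tissues the F1 value moved most, to 0.44.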

For the 105 genes classified as *trans*-effect in both tissues, we found a positive correlation between the expression estimates for the F0 liver and F0 retina samples (Pearson r = 0.76, two-tailed P<10^−5^) (Figure 7F), suggesting that the same *trans*-acting factors regulate many of these *trans*-effect genes in both tissues. In contrast, there was no correlation between the F1 liver and F1 retina samples (Pearson r = 0.089, two-tailed P = 0.37) for these genes. This is not surprising, since by definition, *trans*-effect genes do not show AEI in F1 hybrids, and hence the log_2_ (Cast allele/B6 allele) ratios are all close to 0. Collectively, these analyses underscore the notion that *cis* effects and *trans* effects are largely tissue-specific, but when they are shared, they tend to have similar effects on gene expression.

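For 101 of the 105 genes, r between the F0 log2 ratios of liver and retina was 0.64 across genes, with a two-sided permutation p of 1e-05, the smallest possible (adjusted p 1.3e-05), and Spearman's rho was 0.56. With the weighted ratios, over all 105 genes, r was 0.76. 78.2% of the genes had the same direction in both tissues. From this correlation, the paper proposes that the same trans-acting factors regulate many of these genes in liver and retina.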

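In F1, r over the same 101 genes was -0.05 (two-sided permutation test, p = 0.643, adjusted p 0.643) and Spearman's rho was 0.04. The allelic log2 ratios of trans genes vary little, with an SD across genes of 0.22 in retina and 0.29 in liver, against 1.07 and 1.35 in F0.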

## Discussion

Genomic techniques such as ChIP-seq and DNase-seq have greatly expanded our knowledge of *cis*-regulatory regions in various tissues and cell types in recent years [8]. Concurrently, whole-genome sequencing of thousands of individuals [57] and genome-wide association studies (GWAS) have catalogued thousands of disease-associated variants, many of which fall within regulatory regions [58]. The next phase of genomic medicine will require mapping of regulatory variants onto disease-relevant phenotypes. Here, we have taken a first step toward understanding the role of regulatory variants in retinal disease by dissecting *cis*- and *trans*-regulatory effects in the mouse retina, a tissue that models many key aspects of human retinal biology [59].

In contrast to expression quantitative trait loci (eQTL) studies, which are feasible in the human population and are largely powered to detect *cis* effects, the F1 hybrid study approach in model organisms provides tremendous power to detect both *cis* effects and *trans* effects [60]. A major finding in our study is that *cis* effects predominate in the mouse retina. While estimates of the relative contributions of *cis* effects and *trans* effects based on F1 hybrid studies in *Drosophila* and yeast vary [11]–[14], all studies acknowledge a substantial contribution of *cis* effects. The variability of estimates is likely due at least in part to methodological differences in gene expression estimates and statistical modelling. For instance, when we re-analyzed the raw data from the previously published study of *cis* and *trans* effects in mouse liver [15], we assigned a greater fraction of gene regulatory divergence to isolated *cis* and isolated *trans* effects than the original study, which assigned a greater fraction of gene regulatory divergence to combined *cis* and *trans* effects. These differences may be attributable to the fact that in our analysis pipeline, we used an updated reference transcriptome and Bayesian statistical models instead of maximum likelihood estimates (MLE).

Another key finding in our study is that the *cis* effects are largely tissue-specific, with only 26% being shared between liver and retina. Importantly, for this comparison, we included only genes with sufficient power for analysis in both tissues, and hence the observed tissue specificity is not an artifact of tissue-specific expression. Our estimate agrees well with an eQTL study of lymphoblastoid cell lines, skin, and adipose tissue in human twins, which found that 30% of *cis*-eQTLs were shared by the three tissues [61].

Predicting the effect of any given regulatory variant is a challenge, even in the face of complete genetic information, and even at the level of a molecular phenotype such as transcription factor binding [62] or, as in our case, gene expression. Moreover, regulatory variants act in combination, rather than in isolation, to modulate gene expression. Furthermore, gene expression is not always a reliable surrogate for protein levels [63], [64], and the path from protein to organismal phenotype is even more convoluted. With these layers of complexity in mind, we have taken a step toward understanding the links between *cis*-regulatory variants and retinal phenotypes by prioritizing variants within photoreceptor CREs that are associated with *cis*-effect genes.

Our work reveals that *cis*-regulatory effects predominate in the murine retina and are associated with functional *cis*-regulatory variants, with implications for retinal disease. In an approach complementary to eQTL studies, we have demonstrated a strategy for mapping *cis*-regulatory variants onto changes in gene expression by harnessing the power of inbred model organisms. Future empirical testing of such variants in living tissue, e.g., using high-throughput massively parallel reporter assays [65], [66], will further elucidate the precise causal effects of specific *cis*-regulatory variants on gene expression.

## Methods

### Ethics Statement

All experiments were conducted in strict accordance with the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health (NIH), and were approved by the Washington University in St. Louis Institutional Animal Care and Use Committee (IACUC) (protocol #20110089). Animals were euthanized with CO_2_ anesthesia followed by cervical dislocation, and all efforts were made to minimize suffering.

### Animals

C57BL/6J (stock #664) and Cast/EiJ (stock #928) mice were purchased from Jackson Laboratory. Mice were maintained on a 12-hour light/dark cycle at ∼20–22°C with free access to food and water. Mating cages were maintained on 5K54 diet (LabDiet) and supplemented with autoclaved shepherd shacks (Shepherd Specialty Papers). Offspring were weaned at age 3 weeks and maintained on 5053 diet (PicoLab) until age 8 weeks, at which point they were sacrificed. Eyes were enucleated immediately after sacrifice. To minimize circadian effects [67], samples were collected at approximately the same time of day (late evening).

### Sample collection and sequencing

Each biological replicate consisted of a pool of 6–8 retinas from 8 week old male mice. Retinas were dissected in cold sterile HBSS with calcium and magnesium (Gibco) and stored at −80°C until use. Total RNA was extracted using TRIzol (Invitrogen) and purified using the RNeasy Mini Kit (Qiagen) with on-column DNaseI digestion (Qiagen). Integrity of total RNA was verified on the Agilent 2100 Bioanalyzer. Polyadenylated mRNA was captured from total RNA using Dynabeads (Invitrogen). The mRNA was fragmented and reverse-transcribed to double-stranded cDNA using random hexamers. The cDNA was blunt-ended and 3′-adenylated before ligation to sequencing adapters. Ligated fragments were amplified for 12 cycles with primers to incorporate unique sample barcodes. Libraries were subjected to paired-end 2×101 bp sequencing on the Illumina HiSeq 2000 at the Genome Technology Access Center at Washington University School of Medicine. One lane of sequencing was conducted for all F0 and F1 samples, and a second lane of sequencing was conducted for the F1 samples only.

### Read alignment and quantification

Reads were filtered and trimmed with Trim Galore! v0.2.6 [68] prior to alignment with Bowtie v0.12.9 [69] to a strain-specific reference transcriptome (for F0 data) or a hybrid reference transcriptome (for F1 data). Transcriptomes were constructed using the mouse_strain_transcriptomes.sh script within the MMSEQ package [21]. The reference transcriptomes were based on the Ensembl Release 67 cDNA files and the Wellcome Trust Mouse Genomes Project Release 2 VCF files (which use mm9/NCBI37 as the reference genome) based on November 2012 HiSeq 2×100 bp sequencing with 39x coverage of the Cast/EiJ genome [19]. MMSEQ v1.0.0 beta was used to estimate gene expression levels for the F0 samples and allele-specific gene expression levels for the F1 samples [21]. Of the 37,991 Ensembl Release 67 mouse genes, 34,964 were autosomal, of which 29,160 had known exonic polymorphisms between Cast/EiJ and C57BL/6J. Gene-level expression estimates in units roughly equivalent to FPKM (fragments per kb of transcripts per million mapped read pairs) were derived from exponentiation of the log expression estimates. For differential expression analysis of F0 samples with DESeq v1.10.1 [39], normalized count equivalents were used and a negative binomial test was performed.

### Identification of imprinted genes

Using MMDIFF, a null model (no imprinting) was compared to an imprinting model, as recently described [28]. In brief, the null model assumes that allelic expression differences are the same in F1 B6xCast and F1 CastxB6, while the imprinting model assumes that allelic expression differences have equal magnitude but opposite signs in F1 B6xCast as in F1 CastxB6. Only autosomal genes with known exonic polymorphisms between Cast/EiJ and C57BL/6J were included in this analysis.

### Mouse imprinting databases

We examined four online databases that are continually updated with known imprinted mouse genes: WAMIDEX (atlas.genetics.kcl.ac.uk) [70], MouseBook Imprinting Catalog (www.mousebook.org) [71], Geneimprint (www.geneimprint.com) [72], and Catalogue of Parent of Origin Effects (igc.otago.ac.nz) [73]. For each database, we excluded genes whose imprinting status was listed as ambiguous or disproven. To resolve nomenclature disparities between databases, we converted gene names to Mouse Genome Informatics (MGI) gene names. We combined the gene lists from the four databases into a master gene list of 189 genes, of which 143 had Ensembl Release 67 IDs and 137 were autosomal. After filtering out non-polymorphic genes, we were left with 120 autosomal Ensembl ID's, corresponding to 116 MGI genes. Each Ensembl 67 gene was then assigned a “database score” ranging from 0 to 4, indicating the number of databases that listed the gene as being imprinted (see Supporting Information S1).

### Categorization of genes according to *cis* and *trans* effects

A comparison of four models (conserved model, *cis* model, *trans* model, and *cis* and *trans* model) was performed using MMDIFF, as recently described [28]. In brief, the conserved model assumes there is no differential expression (DE) between the F0's and no allelic expression imbalance (AEI) in the F1's. The *cis* model assumes there is DE between the F0's that is equal to the AEI in the F1's. The *trans* model assumes there is DE between the F0's but no AEI in the F1's. The *cis* and *trans* model assumes that there is DE in the F0's, but it is unequal to the AEI in the F1's.

Included in the analysis were the 29,160 autosomal genes polymorphic between C57BL/6J and Cast/EiJ. In our retinal dataset, after excluding 306 possibly imprinted polymorphic autosomal genes (imprinting Bayes factor >3), we had sufficient statistical power to classify 11,484 genes confidently as conserved, *cis*, *trans*, or *cis* and *trans* based on the following criteria: the winning model must have a posterior probability >0.5, and the posterior probability of the winning model must be at least twice that of the second-best model, assuming an equal prior probability of 0.25 for each of the four models. In the previously published liver dataset [15], after excluding 571 possibly imprinted polymorphic autosomal genes (imprinting Bayes factor >3), we had sufficient statistical power to classify 9,865 genes confidently using these criteria.

Genes best modelled by a combination of *cis* and *trans* effects were then subdivided into the following categories, where x is the weighted log fold change between the strains within the F1's, and y is the weighted log fold change between the strains within the F0's [15]:

1. *CIS*−*trans* (opposite direction with *cis* stronger than *trans*): x*y>0 and |x|>|y|
2. *TRANS*−*cis* (opposite direction with *trans* stronger than *cis*): x*y<0
3. *CIS*+*trans* (same direction with *cis* stronger than *trans*): x*y>0 and |x|<|y|<|2x|
4. *TRANS*+*cis* (same direction with *trans* stronger than *cis*): x*y>0 and |y|>|2x|

### Calculation of weighted log fold change

The weighted log fold change for each gene was calculated by weighting the allele-specific posterior mean of the log expression parameter by the inverse of its posterior variance across biological replicates for each strain and subtracting the results. Let B_1_, B_2_, and B_3_ be the log expression parameters for the F0 C57BL/6J samples, and let C_1_, C_2_, and C_3_ be the log expression parameters for the F0 Cast/EiJ samples. Then the weighted log fold change between the F0 C57BL/6J samples and the F0 Cast/EiJ samples is given by 
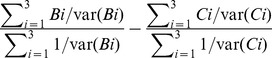
. The same approach was used to compare the two sets of F1 samples.

### Assignment of genes to CRX ChIP-seq peaks

Previously published CRX ChIP-seq data conducted on 8 week old C57BL/6 retinas [6] were used to assign wild-type (WT) CRX-bound regions (CBRs) to genes. CBRs were assigned to all autosomal and sex chromosomal Ensembl Release 67 gene transcripts using custom Perl scripts following a proximity-based algorithm as previously described: if a CBR was located within a gene, it was assigned to that gene; otherwise, it was assigned to the gene with the nearest transcriptional start site (TSS) [6].

### Batch identification of variants

Variant calls (SNPs and indels) were downloaded as Variant Call Format (VCF) files from the Wellcome Trust Sanger Institute's Mouse Genomes Project. These calls (December 2012 release) were based on the latest high-quality, high-coverage HiSeq sequencing data of the strains. The Cast/EiJ variants relative to the reference genome (C57BL/6J NCBI Build 37) were extracted at regions of interest using VCFtools v0.1.10 [74] and BEDtools v2.19.1 [75]. Only variant sites where the genotype was homozygous were included. The genomic coordinates of CBRs based on NCBI Build 37 were used. Custom Perl scripts were written to tabulate the variants for CBRs associated with Ensembl Release 67 genes.

### Identification of variants at individual regions

Individual loci of interest were manually inspected for variants by querying an online database, the Wellcome Trust Sanger Institute's Mouse Genomes Project Mouse SNP Viewer Release 1211 (NCBI Build 37), available at http://www.sanger.ac.uk/sanger/Mouse_SnpViewer/rel-1211.

### RetNet genes

Genes associated with human retinal disease in the RetNet database [51] were retrieved. Human gene symbols were converted to Mouse Genome Informatics (MGI) symbols using the MGI Batch Query [76].

### DNA constructs

Polymerase chain reaction (PCR) with Phusion High-Fidelity DNA Polymerase (New England BioLabs) was used to amplify the 0.7 kb *Sag* promoter region at −558 to +105 (mm9 chr1:89,699,697–89,700,359) relative to the TSS. 

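In the NCBI37 genome the forward primer TGAGGCAATGACACTTGGTC matches chromosome 1 from 89699697 to 89699716 on the plus strand, and the reverse primer GCAGGGAGCTGATTGGATTA matches from 89700340 to 89700359 on the minus strand. The product spans 663 bp. The annotated Sag gene starts at 89700255 on the plus strand, and its first exon, annotated as untranslated region in 1 of the 5 transcripts that start there, ends at 89700587, so the product ends inside that exon.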

Genomic DNA purified from C57BL/6J and Cast/EiJ liver tissue was used as the template for the B6 and Cast construct, respectively. The forward primer 5′-TGAGGCAATGACACTTGGTC-3′ and reverse primer 5′-GCAGGGAGCTGATTGGATTA-3′ with *Xho*I and *Eco*RI restriction enzyme site overhangs, respectively, were used. The fragments were subcloned upstream of DsRed in the no-basal vector (described previously in [4]) using the *Sal*I (compatible with *Xho*I) and *Eco*RI sites. Constructs were confirmed with Sanger sequencing that encompassed the entire 0.7 kb region. We note that based on our high-quality Sanger sequencing of this region, the genomic DNA of our Cast/EiJ mice differed from the reference Cast/EiJ sequence [19] by two bases at chr1:89,700,191 (A→C) and chr1:89,700,187 (A→C), as confirmed by Sanger sequencing three different Cast/EiJ mice (representing the three Cast/EiJ RNA-seq biological replicates)

### Retinal explant electroporation and quantification of promoter activity

Electroporation and explant culture of mouse retinas were performed as described previously [55]. In brief, retinas were dissected from newborn (P0) CD-1 mouse pups and coelectroporated with one of the *Sag* promoter DsRed constructs and a control green fluorescent protein (GFP) reporter that expresses in rod photoreceptors, *Rho*-CBR3-eGFP [6], each at a concentration of 0.5 µg/µL. Retinas were grown in explant culture and harvested 8 days later, whereupon they were fixed and whole-mounted for quantitative imaging of DsRed fluorescence intensity normalized to GFP fluorescence intensity using a monochromatic camera (Hamamatsu ORCA-AG), as described [55]. For each *Sag* promoter construct, 10–11 retinas were quantified. Representative images using a color camera (Olympus DP70) were also taken (see Figure 6C). For all retinal imaging, 4X magnification was used, and the exposure times for the red and green channels were consistent across retinas.

### Data Access

RNA-seq, MMSEQ, and MMDIFF data have been deposited in Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) (accession number GSE60545).

## Supporting Information

Supporting Information S1 **Analysis of parent-of-origin effects in the retina.** This Excel file summarizes the analysis of all 29,160 polymorphic autosomal genes (ranked by Bayes factor) for parent-of-origin effects, as determined by allele-specific expression estimates in the reciprocal F1 hybrids using MMSEQ and MMDIFF. Red shading, log_e_ expression measures for maternally derived alleles. Blue shading, log_e_ expression measures for paternally derived alleles. Yellow shading, weighted log_2_ fold change values.
(XLSX) Click here for additional data file.

Supporting Information S2 **RNA-seq differential expression analysis of F0 C57BL/6J and F0 Cast/EiJ adult retinas.** This Excel file summarizes the DESeq analysis of F0 samples. The first sheet contains all 37,991 genes, the second sheet contains all 34,964 autosomal genes, and third sheet contains the 3,799 autosomal genes found to be differentially expressed at 5% false discovery rate (FDR). Each sheet is sorted on FDR-adjusted P-values. Unique CBR identifiers and tally of CBR read counts are based on data from [6].
(XLSX) Click here for additional data file.

Supporting Information S3 **Classification of gene regulatory divergence in the retina.** This Excel file summarizes the classification of *cis* and *trans* effects in the F0 and F1 retinal samples based on MMDIFF. The first sheet contains the primary classification (conserved, *cis*, *trans*, or *cis* and *trans*) of the 11,484 classifiable genes. The second sheet contains the subcategorization of the 717 genes whose regulatory divergence is due to a combination of *cis* and *trans* effects. Orange shading, posterior probability of model based on prior probability of 0.25. Yellow shading, weighted log_2_ fold change values. Unique CBR identifiers and tally of CBR read counts are based on data from [6].
(XLSX) Click here for additional data file.

Supporting Information S4 **Analysis of Cast/EiJ variants within CBRs.** This Excel file summarizes the analysis of Cast/EiJ variants (SNPs and indels) within CBRs. The first sheet contains a list of information for all 10,212 CBRs, including the locations of variants within the central 1 kb of each CBR [6]. “Doublehit” CBRs are those found in both CRX ChIP-seq replicates. “Singlehit” CBRs are those found in one CRX ChIP-seq replicate. The second sheet contains a list of all 37,991 Ensembl 67 genes, the unique CBR identifiers assigned to each gene, and the number of variants within the central 1 kb of all CBRs associated with each gene. The third sheet gives the number of variants within the central 1 kb of CBRs associated with *cis*-effect genes in the retina. The fourth sheet gives the number of variants within the central 1 kb of CBRs associated with *trans*-effect genes in the retina.
(XLSX) Click here for additional data file.

Supporting Information S5 ***Cis*** **effect genes associated with retinal disease.** This Excel file lists the 62 genes that were classified as *cis*-effect in the retina and whose human orthologues were found in the RetNet [51] database of human retinal disease genes. Yellow shading, weighted log_2_ fold change values. Unique CBR identifiers and tally of CBR read counts are based on data from [6]. Note that the unique CBR identifiers can be cross-referenced with the first sheet in Supporting Information S4, which lists the locations of the CBRs by CBR identifier. Expression level values (in FPKM units) are provided. Light gray shading, F0 C57BL/6J values. Light brown shading, F0 Cast/EiJ values. Dark gray shading, F1 B6 allele values. Dark brown shading, F1 Cast allele values.
(XLSX) Click here for additional data file.

Supporting Information S6 **Classification of gene regulatory divergence in the liver.** This Excel file summarizes the re-analysis of previously published F0 and F1 liver data [15]. Note that F1i is equivalent to F1 B6xCast (resulting from B6 male×Cast female) and F1r is the reciprocal cross. The first sheet contains the 9,865 classifiable genes after filtering non-polymorphic genes and genes with imprinting Bayes factor >3. The second sheet contains the subcategorization of the 505 genes whose regulatory divergence is due to a combination of *cis* and *trans* effects. Orange shading, posterior probability of model based on prior probability of 0.25. Yellow shading, weighted log_2_ fold change values.
(XLSX) Click here for additional data file.

Supporting Information S7 **Comparison of** ***cis*** **and** ***trans*** **effects in the liver and retina.** This Excel file summarizes the comparison of *cis*-effect genes and *trans*-effect genes in the liver and retina. The first sheet contains the Ensembl ID's of *cis* effects and *trans* effects specific to, or shared between, the liver and retina. The second sheet contains the F0 and F1 weighted log_2_ fold change values for genes classified as *cis*-effect in both tissues. The third sheet contains the F0 and F1 weighted log_2_ fold change values for genes classified as *trans*-effect in both tissues.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

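Retinas of adult male mice were sequenced in 12 libraries, 3 each of F0 C57BL/6J, F0 Cast/EiJ, F1 B6xCast and F1 CastxB6. The authors mapped the reads to strain-specific (F0) or hybrid (F1) transcriptomes of Ensembl release 67 on NCBI37 and estimated expression with MMSEQ. The tables hold 37991 genes, 34964 of them autosomal and 29160 of those polymorphic between the strains.

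The authors deposited 4 kinds of values per gene and library, with 1 column per F0 library and 1 per allele of an F1 library. The signal values, called count equivalents, were estimated and normalized by the authors across libraries and are not integers. The natural log of expression was estimated by the authors with MMSEQ, and its exponential was used as FPKM. Its posterior SD was deposited by the authors beside it. Unique hits are a count, made by the authors from the mapped read pairs and deposited without normalization. The authors' deposited table of MMDIFF results gives posterior probabilities of the 4 regulatory models and a ratio, the imprinting Bayes factor, which the authors computed from the F1 libraries. 36 columns of the tables were not used.

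The test fixed before the data were examined was an edgeR quasi-likelihood test on estimated counts. Since the count equivalents turned out to be already normalized and not integers, limma on log2 of the count equivalents plus 1 took its place, a choice made after the data were seen, and edgeR as first designed is among the alternatives. The alternatives set before the data were examined cover other tests, filters, thresholds, a replicate block, unique hits and libraries left out in turn. In the allele model, the replicate block let the allelic difference vary with replicate number. Its allelic effects are therefore those of the replicate 1 F1 libraries alone. TMM factors on top of the authors' normalization, pseudocounts of 0.1 and, for F0, 5, weighted log2 fold changes for the retinal disease genes, edgeR on rounded count equivalents with TMM and correlations over autosomal genes were chosen after seeing the data. The alternative without normalization factors equals the values used here and was not run separately.

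F0 strains were compared over autosomal genes with at least 10 count equivalents in at least 3 of 6 libraries. For the alleles, 1 model held the F0 strains and both alleles of each F1 library, with the library as a block in limma's duplicateCorrelation (consensus correlation 0.1354, reused in the fits that left out a library), over polymorphic autosomal genes with a mean of at least 10 allele-specific unique hits. P-values were adjusted by the Benjamini-Hochberg method, with calls at an adjusted p under 0.05. Shares carry Wilson intervals at 95%. Correlations with liver used 100000 permutations. Depth per library is given by the unique hits, with group medians of 10994604, 8234902, 10186553, 10986285 in F0 C57BL/6J, F0 Cast/EiJ, F1 B6xCast and F1 CastxB6, and Wilson intervals cover counting error only.

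Genes were named in the text by a rule set before the data were examined. It takes every gene the paper's results name from these samples, the 3 largest log2 fold changes in each direction for the F0 and the allelic comparison among called genes with a mean of at least 100 and no overlap between the groups' libraries, the 5 parent-of-origin calls with the smallest p and a Bayes factor below 10, members of the marker lists, and genes behind a count of 5 or fewer in Fig. 2D or Supporting Information S5. Marker lists for retinal pigment epithelium, lens, rods, cones, Mueller glia, bipolar, amacrine and ganglion cells and blood were also written before the data were examined.

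The fits were tested on simulated data with 2-fold changes in 200 genes. Limma called 68% of them between the F0 strains, 89.5% between the alleles, 76.5% as trans effects and 89.5% as parent-of-origin effects, and 76% and 75.5% received the cis and the trans class. EdgeR called 82% in counts simulated from the F0 unique hits. Gene positions are those of the deposited tables, and the primers of the Sag construct were located in the NCBI37 genome. The tools were R 4.3.3 with limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and statmod 1.5.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The liver reads, the CRX-bound regions outside Supporting Information S5 and the explant assays were not analysed here.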

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

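The tests of the mitochondrial transcripts were chosen only after the result was seen, and no test was run for the single libraries described next.

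In each of 23 sets of 6 F1 libraries, the highest or lowest log2 allelic ratio was compared with the other 5, and 4 lay far from them, against about 1 in 20 by chance. Genes without an allelic test were left out of these sets. Of the 6 genes named for their F0 fold change, which had 0 allele-specific unique hits in F1, Gm5506, Gm17431 and Gm13340 also had a library far from the others. For Sag the log2 ratio of the Cast/EiJ to the C57BL/6J allele was 1.0358 in F1 B6xCast replicate 1 and between 0.873 and 0.915 in the others. That library had the fewest Sag unique hits, 11575 on the C57BL/6J and 22047 on the Cast/EiJ allele. Without it, the log2 value of Sag, F0 effect minus F1 allelic effect, was 0.29 and was called by limma, which it was not with all libraries. For Gm8910 the ratio was 8.1809 in F1 CastxB6 replicate 3 against 11.25 to 11.55, and for Gm6969 it was 8.7816 in F1 CastxB6 replicate 2 against 10.04 to 10.17. In both cases that library had 1 unique hit on the C57BL/6J allele and the other 5 libraries had 0, and its estimate on that allele was 8.48 count equivalents for Gm8910 and 1.32 for Gm6969. With that allele near 0, the ratios depend on the pseudocount. For Gm7162 the log2 ratio of the maternal to the paternal allele was -4.4982 in F1 CastxB6 replicate 3 against -5.63 to -5.28, with 18 unique hits in that library, the fewest of the 6, and its ratios depend on the pseudocount as well. Over all genes, unique hits also set replicate 1 apart in 3 of the 4 groups. A chi-square per gene between 2 libraries, near 1 if they differ by sampling of reads alone, was 9.01 and 9.32 for F1 B6xCast replicate 1 against 1.82 between the other 2, 10.6 and 11.6 against 2.94 in F0 C57BL/6J, and 6.72 and 7.89 against 3.04 in F0 Cast/EiJ. In F1 CastxB6 it ran from 1.63 to 2.33. The sample descriptions give no condition that sets one replicate apart, and neither a technical nor a biological cause was tested.

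Mitochondrial genes lie outside the autosomal genes on which the paper focused. Their 37 genes held 5.57% ± 1.29 (SD, n = 3) of the count equivalents in F0 C57BL/6J and 1.957% ± 0.372 (SD, n = 3) in F0 Cast/EiJ. In F1 they held 1.8729% ± 0.275 (SD, n = 3) with a Cast/EiJ mother and 5.03% ± 0.365 (SD, n = 3) with a C57BL/6J mother. The F1 crosses share their autosomal genotype, yet the highest share in F1 B6xCast, 2.19%, was below the lowest in F1 CastxB6, 4.67%, which argues against the autosomal genotype as the cause. The X and Y chromosomes of the F1 males also differ between the crosses. F1 B6xCast males have the Y chromosome of F0 C57BL/6J, but their share was 1.8729% against 5.57% in that strain. F1 CastxB6 males have the Y chromosome of F0 Cast/EiJ, but their share was 5.03% against 1.957% in that strain. These shares argue against the Y chromosome as the cause. The X chromosome of the males comes from the mother, so a cause on it stays open and was not tested. Fewer mitochondria would lower all genes by a similar factor. A limit of at least 100 count equivalents in every library, set after the values were seen, left 11 protein-coding genes. It dropped mt-Nd3, with an F0 log2 fold change of -10.62, and mt-Nd4l, at -3.91 with an SD of 7.30. For the 11 genes the F0 log2 fold change ran from -2.94 for mt-Nd1 to 0.29 for mt-Atp8, a range of 3.225. The largest SD between replicates among them, 1.41, was that of mt-Atp8. The next highest gene, mt-Nd4, was at -0.64 with an SD of 0.55, against an SD of 0.37 for mt-Nd1. These values argue against fewer mitochondria as the whole cause. The F0 changes and the F1 changes by mother had a Pearson's r of 0.990 across the 11 genes, which are not independent replicates. Allele-specific unique hits on mitochondrial genes numbered 0 over the F1 libraries, where 820 X chromosomal genes had some. This is consistent with Cast/EiJ mitochondrial variants missing from the transcriptome used for mapping, which stays a candidate explanation. A difference in mitochondrial expression between the maternal lineages stays open as well and was not tested.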

How the results depend on the processing

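No test here was chosen after its result was seen, apart from the alternatives named as chosen after seeing the data. Where no cause is named, the cause was not tested. For 22 results of single genes, 460 of 473 values under alternatives kept their side of the threshold, among them values of the F0 effects of Crx and Nrl, the allelic effect of Rorb and the trans effect of Nrl that changed sign without a call, 4 lost a call, 8 gained one and 1 reversed with a call. Leaving out an F0 library or changing the filter keeps the log2 value of an F1 effect and can alter only its adjusted p, so such values test little. The calls lost were Rtl1 with the deposited log expression and with SD weights, Meg3 with SD weights and the trans effect of Nr2e3 with a replicate block. The calls gained were the allelic effects of Crx, Nrl, Rorb and Nr2e3 on unique hits and the trans effect of Sag with SD weights, DESeq2, edgeR with TMM and without F1 B6xCast replicate 1. The reversed value was the F1 allelic log2 ratio of Rorb, -0.16 with weights from the deposited SD. Of 147 further values, 41 moved by more than their interval or by over 1.5 times.

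Percentages of called F0 genes with higher expression in Cast/EiJ fell below 50% with DESeq2 (47.6%), edgeR with DESeq2's size factors (47.5%), no filter (47.1%), the deposited log expression (49.3%) and unique hits (46.0%), and with edgeR and TMM (46.4%) and TMM on top of the authors' normalization (45.9%), both chosen after seeing the data. They rose with at least 50 count equivalents (54.2%). Over fits that left out 1 library they ran from 47.0% to 51.8%.

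Tests and filters moved the allelic results as follows. With the deposited log expression the share of cis was 62.6%, and with SD weights it was 62.3%, the opposite share 70.2% and the parent-of-origin calls 31. EdgeR with TMM gave 63.0% cis. DESeq2 gave 65.6% cis, 71.9% opposite, 1210 trans effects and 739 cis and trans genes. At least 50 unique hits left fewer genes, with 38 parent-of-origin calls, 58.5% cis and 52.7% of cis genes higher in Cast/EiJ. Without a filter more genes were tested, with 8477 conserved genes, 47.5% of cis genes higher in Cast/EiJ and 70.3% opposite.

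A threshold of 10% gave 1802 cis and trans genes and 54.3% cis. At 1% there were 325 trans and 569 cis and trans genes, 69.7% cis, 47.3% of cis genes higher in Cast/EiJ and 70.8% opposite, as a stricter threshold calls fewer of every effect. The Bayesian information criterion gave 1566 conserved, 963 trans and 2390 cis and trans genes and 45.4% cis. In simulated data it recovered 45.5% of conserved and 94% of cis and trans genes. Over fits without 1 library, the share of cis ran from 58.6% to 63.7% and the opposite share from 66.7% to 71.6%.

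Libraries with the same replicate number were not paired. In F1, their deviations from the group mean correlated across genes at -0.08, -0.01 and 0.0032. In F0 they correlated at 0.23, 0.06 and 0.16, against -0.21 to 0.08 for libraries with different numbers. An effect shared by F0 libraries of the same number therefore stays open. A replicate block gave 53.7% of F0 genes higher in Cast/EiJ. In the allele model the block gave 3391 allelic and 941 trans effects, 399 trans and 522 cis and trans genes, 68.0% cis, 48.1% of these higher in Cast/EiJ and 78.7% opposite. There its allelic effects are those of the replicate 1 F1 libraries alone, so these values cannot show what pairing would change.

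The lowest r within an F0 strain was 0.986 on log2 values, 0.944 as Spearman's rho, 0.720 without the 10 highest genes and 0.897 over autosomal genes (chosen after seeing the data), and within an F1 cross and allele 0.982, 0.943, 0.716 and 0.929. Without Mid1, the gene with the most paternal hits over all F1 libraries, the X chromosomal share was 99.43, 99.51, 99.54% in F1 B6xCast and 99.77, 99.73, 99.74% in F1 CastxB6. Depth limits the allelic tests, since 1160 genes classified in the authors' deposited table had a mean below 10 allele-specific unique hits and were not tested. Unique hits were tested for allelic and parent-of-origin effects but give no trans effect here.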

Differences from the paper's values

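All alternatives named here were set before the data were examined unless the sentence says otherwise, and no test was chosen after its result was seen except where stated. The cis and trans class held 1190 genes against the paper's 717. Alternatives that brought the count to within 1.5 times the paper's were the deposited log expression (990), SD weights (1068), DESeq2 (739), at least 50 unique hits (1068), a replicate block (522), a threshold of 1% (569) and the fits without 1 library, except those without F0 C57BL/6J replicate 1 (1086) and without F1 B6xCast replicate 1 (1260). No filter (1206), a threshold of 10% (1802) and the Bayesian information criterion (2390) did not. The replicate block took its allelic effects from the replicate 1 F1 libraries alone. EdgeR on rounded count equivalents, chosen after seeing the values, gave 1020.

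As a share of classified genes, the class made up 11.8% against the paper's 6%. DESeq2 (7.11%), the replicate block (5.23%) and the threshold of 1% (5.46%) came within 1.5 times of it. The deposited log expression (9.80%), SD weights (10.6%), at least 50 unique hits (13.1%), no filter (9.02%), the 10% threshold (17.8%), the Bayesian information criterion (31.0%) and all fits without 1 library (9.03% to 12.4%) did not. The paper's 6% is rounded. By its counts, 717 of 11484, no filter and the fit without F1 CastxB6 replicate 2 would come within 1.5 times as well.

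Pearson's r of FPKM over all genes was lower than the paper's in all 81 pairs of Tables 1 and 2 and differed from it by more than the SD among pairs of the same kind in 64. Over autosomal genes, a set chosen after seeing the values out of 8 gene sets that were each compared with the paper's tables as FPKM and as count equivalents, all 64 of these came within that SD. The paper states that its analyses focused on autosomal genes. Of the alternatives set before the data were examined, Spearman's rho brought 4 within, log2(FPKM + 0.1) 2 and leaving out the 10 highest genes 0. The pairs follow, as r here with the paper's value.

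For F0 C57BL/6J replicate 3, it was 0.942 against F0 C57BL/6J replicate 1 (the paper's 0.992). F0 Cast/EiJ replicate 1 had 0.746 against F0 C57BL/6J replicate 1 (the paper's 0.873), 0.798 against F0 C57BL/6J replicate 3 (the paper's 0.876). With F0 Cast/EiJ replicate 2 it was 0.702 against F0 C57BL/6J replicate 1 (the paper's 0.912), 0.788 against F0 C57BL/6J replicate 2 (the paper's 0.893), 0.821 against F0 C57BL/6J replicate 3 (the paper's 0.919). In F0 Cast/EiJ replicate 3 the value was 0.727 against F0 C57BL/6J replicate 1 (the paper's 0.907), 0.820 against F0 C57BL/6J replicate 2 (the paper's 0.912), 0.791 against F0 C57BL/6J replicate 3 (the paper's 0.904). F1 B6xCast replicate 2, B6 allele gave 0.888 against F1 B6xCast replicate 1, B6 allele (the paper's 0.929). Values for F1 B6xCast replicate 3, B6 allele were 0.854 against F1 B6xCast replicate 1, B6 allele (the paper's 0.975), 0.876 against F1 B6xCast replicate 2, B6 allele (the paper's 0.940). For F1 B6xCast replicate 1, Cast allele, it was 0.771 against F1 B6xCast replicate 1, B6 allele (the paper's 0.949), 0.782 against F1 B6xCast replicate 2, B6 allele (the paper's 0.911).

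F1 B6xCast replicate 2, Cast allele had 0.815 against F1 B6xCast replicate 1, B6 allele (the paper's 0.937), 0.844 against F1 B6xCast replicate 2, B6 allele (the paper's 0.922). With F1 B6xCast replicate 3, Cast allele it was 0.855 against F1 B6xCast replicate 2, B6 allele (the paper's 0.918), 0.776 against F1 B6xCast replicate 3, B6 allele (the paper's 0.941), 0.790 against F1 B6xCast replicate 1, Cast allele (the paper's 0.977), 0.838 against F1 B6xCast replicate 2, Cast allele (the paper's 0.960). In F1 CastxB6 replicate 1, B6 allele the value was 0.717 against F1 B6xCast replicate 1, B6 allele (the paper's 0.932), 0.733 against F1 B6xCast replicate 2, B6 allele (the paper's 0.971), 0.783 against F1 B6xCast replicate 3, B6 allele (the paper's 0.960), 0.861 against F1 B6xCast replicate 1, Cast allele (the paper's 0.914), 0.862 against F1 B6xCast replicate 2, Cast allele (the paper's 0.924), 0.749 against F1 B6xCast replicate 3, Cast allele (the paper's 0.926). F1 CastxB6 replicate 2, B6 allele gave 0.769 against F1 B6xCast replicate 1, B6 allele (the paper's 0.927), 0.749 against F1 B6xCast replicate 2, B6 allele (the paper's 0.974), 0.701 against F1 B6xCast replicate 3, B6 allele (the paper's 0.952), 0.743 against F1 B6xCast replicate 1, Cast allele (the paper's 0.911), 0.783 against F1 B6xCast replicate 2, Cast allele (the paper's 0.920), 0.805 against F1 B6xCast replicate 3, Cast allele (the paper's 0.916), 0.927 against F1 CastxB6 replicate 1, B6 allele (the paper's 0.987). Values for F1 CastxB6 replicate 3, B6 allele were 0.739 against F1 B6xCast replicate 1, B6 allele (the paper's 0.939), 0.736 against F1 B6xCast replicate 2, B6 allele (the paper's 0.957), 0.794 against F1 B6xCast replicate 3, B6 allele (the paper's 0.965), 0.803 against F1 B6xCast replicate 1, Cast allele (the paper's 0.925), 0.816 against F1 B6xCast replicate 2, Cast allele (the paper's 0.924), 0.713 against F1 B6xCast replicate 3, Cast allele (the paper's 0.935), 0.919 against F1 CastxB6 replicate 1, B6 allele (the paper's 0.985), 0.893 against F1 CastxB6 replicate 2, B6 allele (the paper's 0.975). For F1 CastxB6 replicate 1, Cast allele, it was 0.727 against F1 B6xCast replicate 1, B6 allele (the paper's 0.885), 0.752 against F1 B6xCast replicate 2, B6 allele (the paper's 0.947), 0.730 against F1 B6xCast replicate 3, B6 allele (the paper's 0.923), 0.769 against F1 B6xCast replicate 1, Cast allele (the paper's 0.926), 0.816 against F1 B6xCast replicate 2, Cast allele (the paper's 0.943), 0.763 against F1 B6xCast replicate 3, Cast allele (the paper's 0.939), 0.905 against F1 CastxB6 replicate 1, B6 allele (the paper's 0.951). F1 CastxB6 replicate 2, Cast allele had 0.684 against F1 B6xCast replicate 1, B6 allele (the paper's 0.909), 0.668 against F1 B6xCast replicate 2, B6 allele (the paper's 0.909), 0.766 against F1 B6xCast replicate 3, B6 allele (the paper's 0.945), 0.840 against F1 B6xCast replicate 1, Cast allele (the paper's 0.942), 0.835 against F1 B6xCast replicate 2, Cast allele (the paper's 0.940), 0.702 against F1 B6xCast replicate 3, Cast allele (the paper's 0.961), 0.862 against F1 CastxB6 replicate 2, B6 allele (the paper's 0.928). With F1 CastxB6 replicate 3, Cast allele it was 0.732 against F1 B6xCast replicate 1, B6 allele (the paper's 0.906), 0.738 against F1 B6xCast replicate 2, B6 allele (the paper's 0.917), 0.718 against F1 B6xCast replicate 3, B6 allele (the paper's 0.947), 0.776 against F1 B6xCast replicate 1, Cast allele (the paper's 0.946), 0.814 against F1 B6xCast replicate 2, Cast allele (the paper's 0.938), 0.803 against F1 B6xCast replicate 3, Cast allele (the paper's 0.959), 0.906 against F1 CastxB6 replicate 1, B6 allele (the paper's 0.951), 0.834 against F1 CastxB6 replicate 3, B6 allele (the paper's 0.948), 0.880 against F1 CastxB6 replicate 2, Cast allele (the paper's 0.979).

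The paper reports that more of the differentially expressed F0 genes were lower than higher in Cast/EiJ, whereas 50.9% were higher here, with a Wilson interval of 49.5% to 52.3%. DESeq2, edgeR with DESeq2's size factors, no filter, the deposited log expression, unique hits and the fits without F0 C57BL/6J replicate 2 or without any 1 of the F0 Cast/EiJ libraries gave shares under 50%, as did edgeR with TMM and TMM on top of the authors' normalization, both chosen after seeing the values. At least 50 count equivalents, the replicate block and the fits without F0 C57BL/6J replicate 1 or 3 did not.

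Grhl3 and Adrm1, which have a Bayes factor of at least 30 in the authors' deposited table, were not called over all genes tested (adjusted p 0.081 and 0.076 from limma) and were called adjusted over the list alone. Both would be called at a threshold of 10%, which was run for the regulatory classification only. Of the settings run for the parent-of-origin effect, all at 5%, Grhl3 was called over all genes only without F0 Cast/EiJ replicate 3 (adjusted p 0.044 from limma, the lowest of a range up to 1). Adrm1 was called in these settings only without F1 CastxB6 replicate 2 (adjusted p 0.0023 from limma, the lowest of a range up to 1). Arhgdia had too few unique hits to be tested and was not called without the filter either (adjusted p 0.067 from limma).

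Lztfl1, Pla2g5 and Fzd4, which the paper lists as cis-effect genes in Supporting Information S5, had no allelic call. Lztfl1 had a log2 difference of -0.14, against 0.76 with the deposited log expression, 0.83 with SD weights and -0.47 on unique hits. These 3 settings called it, in opposite directions. Pla2g5 was called with the deposited log expression and with SD weights, and Fzd4 without F1 B6xCast replicate 3. Of the S5 genes, 29 had the higher Cast/EiJ allele here, 19 of them CBR-associated, 1 fewer in each than the paper's. The weighted log2 fold changes of the paper's methods, chosen for this result after seeing the values, gave 30 and 20.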

Other observations

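The tests of location next to genes with a Bayes factor of at least 30, of the authors' normalization as the source of the marker differences, of cis and trans genes with at least 75 unique hits per 100 count equivalents and of large F0 changes without a call on unique hits were chosen only after the result was seen. The limit to regrouped F0 libraries and the statistic for cone and ganglion genes were also changed after a first value was seen.

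The real split of the F0 libraries gave the most genes with an adjusted p under 0.05, being the 1 of the 10 splits with as many, and the next highest had 0. For the parent-of-origin effect it was also 1 split of 10, with a next highest count of 17. With 10 splits the share cannot fall under 0.1. Swapping allele labels within F1 libraries, 1 of 32 splits gave as many allelic calls, the real one, and the next highest had 2150. For trans effects, 1 of 84 splits with regrouped F0 libraries gave as many, the real one, and the next highest had 415. In 16 further splits the F0 labels were kept while F1 alleles were swapped, and 5 of these gave as many or more, up to 4084, where by construction the cis effects of a swapped library count as differences between F0 and F1.

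Opposite directions of cis and trans effects could arise from shared F1 measurement error. With cis and trans from different F1 crosses the lower of both shares was 64.88%, its interval above 50%. This argues against error that differs between libraries as the whole cause. An error in assigning reads to alleles that is the same in both crosses would remain in this test. Such an error therefore stays open. In 100 simulations in which the direction of each trans effect was drawn at random the share averaged 53.8% and reached 57.5% at most. Regulation of the alleles that opposes the strain's trans effects stays open and was not tested.

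Few allele-specific reads might turn cis into trans genes in the authors' deposited table. Among its divergent genes the share of trans was 17.12% below 10 mean unique hits, 16.3% from 10 to 50, 16.0% from 50 to 200, 16.1% from 200 to 1000 and 18.8% (Wilson 95% interval 16.3 to 21.5) with at least 1000. The share in this last group, where reads are many, was no lower than in the others, which argues against few reads as the whole cause. The intervals of all groups overlap, so a small rise below 200 unique hits stays open.

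Large F0 fold changes might come from reads shared between paralogs or pseudogenes. Of 707 called genes with a fold change of at least 4, 602 (85.1%) were called in the same direction on unique hits. Another 104 could not be tested on them. Of the 4180 other called genes, 3928 (94.0%) were called in the same direction and 58 could not be tested. Nearly all large changes that could be tested were thus called. This argues against reads counted at several genes as the cause for most. It does not exclude reads assigned uniquely to another gene than their own, since Gm5506 and Gm13340 were called on unique hits, but in F1 Gm5506 had at most 0.202 count equivalents on either allele and Gm13340 at most 0.413 with a C57BL/6J mother. The 104 genes with too few unique hits to be tested cannot be told apart in this way, and they include Gm13394, Gm13654 and Gm17431. Pseudogenes made up 23.6% of the large changes and 1.03% of the others.

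For the cis and trans class, shared reads are a candidate explanation of part of the genes. Its share among divergent genes was 46.2% with under 50 unique hits per 100 count equivalents, 21.3% with 50 to 75 and 26.1% with at least 75. Of all cis and trans genes 74.6% had at least 75, but so had 3405 of the 4636 divergent genes. No trans effect was tested on unique hits. The share of 74.6% therefore cannot tell whether shared reads caused the class of these genes.

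Summed FPKM of the marker lists in F0 C57BL/6J and F0 Cast/EiJ was 199 ± 8.24 (SD, n = 3) and 198 ± 7.07 (SD, n = 3) for retinal pigment epithelium, 40.4 ± 11.3 (SD, n = 3) and 43.0 ± 6.86 (SD, n = 3) for lens, 19090 ± 224 (SD, n = 3) and 20522 ± 473 (SD, n = 3) for rods, 569 ± 30.8 (SD, n = 3) and 419.9 ± 15.4 (SD, n = 3) for cones and 1415 ± 128 (SD, n = 3) and 1169.9 ± 70.0 (SD, n = 3) for Mueller glia. It was 421 ± 33.8 (SD, n = 3) and 461 ± 26.0 (SD, n = 3) for bipolar, 376 ± 28.1 (SD, n = 3) and 477 ± 17.3 (SD, n = 3) for amacrine and 363 ± 19.9 (SD, n = 3) and 261 ± 11.6 (SD, n = 3) for ganglion cells, and 92.1 ± 20.2 (SD, n = 3) and 48.2 ± 11.5 (SD, n = 3) for blood, with 5 of 7 listed genes found. The most abundant genes were Otx2 (95.2 FPKM) for pigment epithelium and Cryab (25.5 FPKM) for lens. Most of the pigment epithelium sum came from Otx2 and Rlbp1 (91.9 FPKM), so it says little about the rest of that list. Of its 11 genes tested in F0, 3 were called lower and 0 higher in Cast/EiJ, with a median log2 fold change of -0.31. No gene is on more than 1 list. 3 rod genes are named by the paper and 5 are in Supporting Information S5, while no gene of another list is. At least 10 count equivalents in at least 3 F0 libraries were found for 11 of 15 pigment epithelium, 7 of 21 lens and 4 of 7 blood genes, and whether these come from retinal cells was not tested.

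Cone and ganglion cell lists were lower in F0 Cast/EiJ. The authors' normalization would move all lists in the same direction, and the median F0 log2 fold change of the amacrine list was 0.29, which argues against it. Of 13 cone and ganglion genes with an allelic test, 8 had a lower F0 call, with median log2 -0.46 over all 13, and their median F1 allelic log2 was -0.0277. Among the 8, 4 had no allelic call and 4 a lower Cast/EiJ allele. Fewer cones and ganglion cells cannot be told apart from trans effects on these genes, since a median near 0 over genes that go both ways decides nothing. The 4 with a lower Cast/EiJ allele were Opn1sw, Cnga3, Nefl and Thy1. Both alleles lie in the same cells, so cell numbers cannot cause this allelic difference. It did not account for the whole F0 change, since all 4 also had a trans call. For the other genes a difference between the strains in their own expression stays open. Before the median over all 13 genes was taken, a median over the 8 genes was seen and dropped, because those genes had been chosen for the pattern.

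Of 30 parent-of-origin calls with a Bayes factor below 30, 7 lay within 1 Mb of a gene with a Bayes factor of at least 30, against a mean of 0.80 and a maximum of 6 in 10000 random draws of tested genes (one-sided permutation p = 0.0001, the smallest possible). Of the 5 also called on unique hits 4 lay there, and of the 25 others 3. A location next to genes with a Bayes factor of at least 30 may explain part of the 7 calls. The 7 include Gm16574, Adam23, Ankrd34c and Ctsh, which were chosen after their values were seen, and Gm7162. The C57BL/6J allele was higher in 6 of 6 F1 libraries for Ctsh and in 5 of 6 for Ankrd34c. The higher allele of these genes thus did not follow the parent in every library.

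Gm11407 and Gm11408 are adjacent on chromosome 4 and had opposite parent-of-origin calls. Whether reads were divided between them cannot be told apart by their sum (log2 ratio 0.42, unadjusted p 0.012, adjusted p 0.53 from limma), since both were near 0 in F1 CastxB6, which fixes its part of the average. In F1 B6xCast replicate 1 the maternal allele of Gm11407 had 654 and the paternal allele of Gm11408 315 count equivalents. F0 Cast/EiJ had 283 ± 55.8 (SD, n = 3) and 142 ± 8.50 (SD, n = 3), while both were near 0 in F0 C57BL/6J. A division of reads between these 2 genes does not account for their absence from F1 CastxB6 and F0 C57BL/6J, which follows the strain of the mother, and the cause was not tested.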
